# Tolerance Associated Gene Expression following Allogeneic Hematopoietic Cell Transplantation

**DOI:** 10.1371/journal.pone.0117001

**Published:** 2015-03-16

**Authors:** Joseph Pidala, Gregory C. Bloom, Steven Eschrich, Minnie Sarwal, Steve Enkemann, Brian C. Betts, Francisca Beato, Sean Yoder, Claudio Anasetti

## Abstract

Biologic markers of immune tolerance may facilitate tailoring of immune suppression duration after allogeneic hematopoietic cell transplantation (HCT). In a cross-sectional study, peripheral blood samples were obtained from tolerant (n = 15, median 38.5 months post-HCT) and non-tolerant (n = 17, median 39.5 post-HCT) HCT recipients and healthy control subjects (n = 10) for analysis of immune cell subsets and differential gene expression. There were no significant differences in immune subsets across groups. We identified 281 probe sets unique to the tolerant (TOL) group and 122 for non-tolerant (non-TOL). These were enriched for process networks including NK cell cytotoxicity, antigen presentation, lymphocyte proliferation, and cell cycle and apoptosis. Differential gene expression was enriched for CD56, CD66, and CD14 human lineage-specific gene expression. Differential expression of 20 probe sets between groups was sufficient to develop a classifier with > 90% accuracy, correctly classifying 14/15 TOL cases and 15/17 non-TOL cases. These data suggest that differential gene expression can be utilized to accurately classify tolerant patients following HCT. Prospective investigation of immune tolerance biologic markers is warranted.

## Introduction

Biologic markers of immune tolerance may facilitate individualized management of immune suppression following transplantation. While experimental evidence supports multiple active cellular and molecular mediators of immune tolerance,[1] less data exists in the human clinical setting following solid organ or allogeneic hematopoietic cell transplantation (HCT). Clinical transplantation tolerance has been characterized by absence of ongoing immunologic injury due to incompatibility between donor and recipient without ongoing immunosuppressive (IS) therapy. Acute and chronic graft vs. host disease (GVHD), the major clinical manifestations of immunologic injury after HCT, commonly develop or reoccur after attempted IS discontinuation and result in morbidity and mortality.

Investigators have reported differential gene expression associated with the tolerant clinical phenotype in solid organ transplantation.[2–5] At the present time, clinical application is limited, as the majority of solid organ transplant recipients require life-long immune suppression. Conversely, while most patients eventually discontinue IS after HCT, current scientific understanding is limited: Data on the required duration of IS after HCT is largely lacking.[6] Clinical judgment does not discern drug-suppressed immune response from development of immune tolerance, and there are no validated clinical or biologic determinants of immune tolerance after HCT. Thus, current practice of IS discontinuation after HCT is empiric, markedly heterogeneous and complicated by GVHD following IS discontinuation.[7]

Insight into mechanisms of clinical transplantation tolerance and translation of this knowledge to strategies for individualized management of IS would represent major advances. We examined peripheral blood immune cell subsets and differential gene expression between tolerant patients after HCT, non-tolerant HCT patients, and healthy control subjects to discover biologic markers of immune tolerance.

## Patients and Methods

### Identification of study patients

From long-term survivors of allogeneic hematopoietic cell transplantation (HCT) in the Moffitt Cancer Center Blood and Marrow Transplantation Program, tolerant patients (TOL) were identified. Healthy volunteers were recruited to serve as control subjects. Demographic information (age, gender) was collected, and volunteers completed a brief medical questionnaire to confirm they were not acutely ill, had no chronic medical conditions and were not taking medications. These healthy control subjects were of interest, as they had not received HCT and were not treated with IS.

### Tolerant and non-Tolerant clinical phenotype

The tolerant phenotype was defined by successful discontinuation of all IS agents (minimum time from complete discontinuation of IS to time of sample acquisition of 6 months), and sustained absence of any detectable clinical, radiographic, or laboratory manifestations of acute or chronic graft vs. host disease. The absence of manifestations of graft vs. host disease was confirmed by at minimum two transplant physicians in each case. We acknowledge the lack of a robust standard clinical definition for tolerance post-HCT, however report here the sustained absence of GVHD among TOL cases in this series on long-term follow up. Through systematic search of the program database including all allogeneic transplant recipients, matched non-tolerant comparators (non-TOL) were identified who were not able to discontinue immune suppression due to GVHD. Non-tolerant comparators were matched to the individual tolerant cases by date of HCT (+/- 6 months) and age at time of HCT (+/- 5 years). From all possible non-tolerant comparators for each case, the best matched non-tolerant comparator was selected according to identity on the following factors in descending rank order: HLA matching between HCT donor and recipient (identical at HLA-A,-B,-C, and—DRB1 vs. mismatch), donor relation (sibling vs. unrelated donor), stem cell source (peripheral blood vs. bone marrow), GVHD prophylaxis agents, disease requiring transplantation, and conditioning regimen. This study was approved by the University of South Florida Institutional Review Board. All subjects provided written and verbal informed consent to participate in the study.

### Assessment of clinical data

For all tolerant and non-tolerant HCT recipients, standardized medical record abstraction was performed. Baseline demographic and transplantation variables included the following: age at time of HCT, condition requiring HCT, remission status at time of HCT, stem cell source, CD34+ cell dose/kg body weight, donor relation, donor age, gender matching of donor and recipient, HLA matching at HLA-A,-B,-C, and—DRB1 loci, cytomegalovirus serologic matching between donor and recipient, conditioning regimen, and GVHD prophylaxis agents utilized. Comprehensive information was gathered on prior manifestations of acute and chronic GVHD including the following: Initiation and discontinuation dates of all immune suppressive agents; onset, peak grade, biopsy confirmation, therapy delivered, resolution date, and recurrent manifestations for both acute and chronic GVHD according to consensus criteria.[8,9] Additional outcome data included relapse, death, last clinical follow up, and discontinuation of all IS.

### Sample processing and cell subsets

Each subject consented to peripheral blood collection, which included two 10cc EDTA tubes. Freshly acquired samples were immediately processed uniformly in a single center using standard operating procedure, and analyzed in one batch. From one sample, peripheral blood mononuclear cells (PBMC) were isolated using the Ficoll-Hypaque method, and were immediately processed for characterization of cell phenotype by flow cytometry. PBMC were stained with labeled antibodies: T cells (CD3-Percp5.5, CD8αβ-FITC, CD8αα-PE, CD4-Alexa700, CD25-PE-Cy7, CD127-Alexa647); NK, B cells, and monocytes (CD3-Percp5.5, CD16-Alexa700, CD56-PE, CD19-PE-Cy7, CD14-FITC); Dendritic cells (HLA-DR-Percp-Cy5.5, Lin1-FITC, IL-3Ra (CD123)-PE, CD11c-APC). All antibodies were from BD Biosciences, except live/dead-yellow (Invitrogen). Red blood cells were lysed, samples washed, and samples were analyzed using the LSR II flow cytometer (BD Biosciences). We quantified immune cell subsets according to the following phenotypic markers: total CD4 T cells (CD4+); total CD8 T cells (CD8+); αβ CD8 T cells (CD8+, αβ TCR+); αα CD8+ cells (CD8+, αα TCR+); regulatory T cells (CD4+,CD25+,CD127(low)); NK cells (CD16+, CD56+); B cells (CD19+); Monocytes (CD14+); type 1 Dendritic cell (HLA-DR+, CD11c+, Lin-); type 2 Dendritic cell (HLA-DR+, IL-3Rα+, CD4(low), CD11c-, Lin-). Due to multiple comparisons, we utilized a pre-defined level of significance (p < 0.01) for comparisons between groups.

### RNA extraction and microarray analysis

PBMC were similarly isolated from the second sample, and total RNA was extracted to serve as the mRNA source for microarray analysis. RNA extraction was performed using the RNAeasy Mini Kit (Qiagen), and RNA was quantified using a NanoDrop 1000 spectrophotometer. The RNA quality was assessed using an Agilent 2100 Bioanalyzer. The poly(A) RNA was converted to cDNA, then amplified and labeled with biotin following the procedure initially described by Van Gelder et al.[10] Hybridization with the biotin labeled RNA, staining, and scanning of the chips followed the procedure outlined in the Affymetrix technical manual.[11] All analyses used the Affymetrix Human U133 plus 2.0 array, which contains approximately 48,000 probe sets designed from GenBank, dbEST, and RefSeq sequences clustered based on build 133 of the UniGene database and an additional 6500 transcripts identified from Unigene build 159. Scanned output files were visually inspected for hybridization artifacts and then analyzed by using robust multi-array average analysis (RMA). RMA is a well-established procedure that uses quantile normalization and a model-based signal calculation for determination of expression values in probe based microarray gene expression.[12] RMA is used to compute expression values for a set of Affymetrix microarray chips within an experiment. This process is robust to experimental noise and conditions and has been shown to reduce variability in expression calculations. RMA consists of three distinct steps: background adjustment, quantile normalization and summarization by median polish. The background adjustment step estimates and subtracts background levels from the perfect-match probes. This is followed by quantile normalization that equalizes chip intensity histograms to facilitate future cross-chip analysis. Finally, the probe-level data is combined into a single summary expression using a median polish.[12–14]

## Statistical Methods

### Sample size calculation

Following the approach proposed in *Tibshirani*, *et al*, we used the SAM software to generate an estimate of power.[15] We utilized PBMC data run on the same platform (Affymetrix HG-U133Plus 2.0) from liver transplant patients in *Martinez-Llordella*, *et al* to generate estimates for sample size and power.[5] This experimental data was utilized for power calculation, as no such data was available at time of study design from tolerant and non-tolerant HCT recipients. The goal was to identify a minimum sample number threshold to identify differentially expressed genes at this initial discovery stage of this work. Using 10 TOL and 10 non-TOL liver transplant patients, and false discovery rate (FDR) of 10%, we estimated 99% power to detect an effect size of 1.5 for differentially expressed genes, assuming there are approximately 233 truly significant genes. Thus, a minimum sample size of 20 total subjects was required. However, to maximize our power to detect differences, we used the entire available patient sample set for discovery. Differences observed in this current study will inform future power calculations in a subsequent prospective study.

### Analysis methods—Differential gene expression

The Significance Analysis of Microarrays (SAM) technique of *Tusher*, *et al* was employed to identify differentially expressed genes between phenotypic groups.[16] SAM was utilized for the two group (TOL vs. non-TOL) comparison with 10% FDR, and ≥ 1.5 fold difference in mean expression values. To account for confounding by immune suppression (absent in TOL vs. present in non-TOL cases), we employed the following analyses: We first utilized SAM to identify differentially expressed genes between TOL and non-TOL groups. Second, we compared each group (i.e. TOL vs. control, and separately non-TOL vs. control) to the healthy control group using SAM. Shared genes (unidirectionally different in both TOL and non-TOL with reference to controls) were considered non-informative and filtered out, and thus unique gene lists that distinguished TOL and non-TOL from controls were developed. Finally, for each group of interest (TOL or non-TOL), we retained only those genes from the initial two-group comparison that also were identified as unique genes in each comparison to control. Thus, the final gene list for the TOL group were those that distinguished TOL from both non-TOL and control, and the final gene list for the non-TOL group contained those that distinguished non-TOL from both TOL and controls. Functional Ontology Enrichment (MetaCore by GeneGo) with 5% FDR filter was utilized to identify enriched canonical pathways and cellular process networks.

### Analysis methods—Cell lineage-specific gene expression

Gene set enrichment analysis (GSEA) was used to investigate enrichment of experimental data for cell lineage-specific (CD4+, CD8+, CD14+, CD19+, CD56+, CD66+) human gene expression.[17,18]

### Analysis methods—Classifier construction

Using these final TOL and non-TOL gene lists, a classifier was constructed using the leave-10%-out cross-validation method using R (R Foundation for Statistical Computing, Vienna, Austria). The stability of this classifier was tested across configurations including a range of 20–80 total probe sets, and each iteration of the classifier included 10-fold cross-validation. Diagnostic accuracy of the developed classifier is also demonstrated through a receiver operating characteristics (ROC) plot.

### Analysis methods—Confirmation of differential gene expression

Differential expression of selected genes (those highly discriminative in our cross-validation work—selected at least 9–10 times in 10-fold cross-validation)—as well as those selected based on association with top-ranked enriched biologic process networks) was confirmed using NanoString nCounter technology.[19] All of the tolerant, non-tolerant, and healthy control subjects represented in the primary microarray work were studied with this technology.

A custom NanoString nCounter Gene Expression (GX) CodeSet with probes representing 43 genes was developed and the sample was processed on the NanoString nCounter Analysis System according to the manufacturer’s protocol (NanoString Technologies, Seattle WA). Briefly, one hundred nanograms of RNA was hybridized to the reporter and capture probes in a thermal cycler for 16 hours at 65°C. Washing and cartridge immobilization was performed on the NanoCounter PrepStation, and the cartridge was scanned at 555 fields of view (FOV) on the nCounter Digital Analyzer. The resulting. RCC files containing raw counts were checked for quality in the NanoString nSolver Analysis Software v1.1, and then exported for normalization and analysis.

### Analysis methods—Secondary matched-pair analysis

As a secondary analysis approach, a paired (matched TOL vs. non-TOL pairs) analysis utilizing Affymetrix MAS 5.0 comparison analysis for matched samples was performed. We also investigated shared differentially expressed genes between our data (TOL vs. non-TOL comparison) and previously published differential gene expression data following solid organ transplantation (TOL vs. non-tolerant comparator), and mapped shared genes to enriched pathways.[2–5]

## Results

### Patient characteristics

A total of 15 tolerant patients after HCT were identified and had sample collection. Two additional tolerant cases were identified, but were not able to participate in the study. A total of 17 non-tolerant comparators were selected based on age, time from HCT, and other clinical transplantation characteristics, and had samples collected. Demographic, transplantation, and GVHD characteristics of the included patients are detailed in Table 1. Finally, a total of 10 healthy volunteer control subjects were recruited. These were without acute or chronic illness, and were not on any medications. Median age of controls was 32.5 (range 27–59) years, and included 7 females and 3 males. The TOL and non-TOL patients did not significantly differ according to demographic, disease, or transplantation characteristics (Table 1). Note that Table 1 summarizes historical maximum GVHD severity and therapy, not GVHD activity or IS therapy at time of sample acquisition (i.e. tolerant patients by definition had no GVHD and were off IS at time of sample collection). These were adult patients with hematologic malignancies and disorders predominantly treated with myeloablative chemotherapy-based conditioning. The majority received peripheral blood stem cells from either matched sibling or matched unrelated doors. Initial GVHD prophylaxis was a calcineurin inhibitor together with either methotrexate or mycophenolate mofetil, and acute GVHD severity and treatment did not differ between groups.

**Table 1:** Comparison of patient, transplantation, and GVHD variables across tolerant and non-tolerant groups.

**Variable**	**Tolerant**	**Non-Tolerant**	**p value**
**Median age**	50	49	0.79
**Donor age**	38	52	0.11
**Condition**			
*AA*	1	0	0.39
*ALL*	2	3	
*AML*	3	7	
*CML*	0	1	
*FL*	2	2	
*HD*	0	1	
*IMF*	0	1	
*MCL*	2	0	
*MCL*, *MDS*	1	0	
*MDS*	3	1	
*MM*	0	1	
*MPD*	1	0	
**Stem cell source**			
*PBSC*	15	16	0.34
*BM*	0	1	
**Donor relation**			
*MMUD*	1	0	0.51
*MRD*	10	11	
*MUD*	4	6	
**Donor:Recipient gender matching**			
*F/F*	3	6	0.36
*F/M*	2	5	
*M/F*	2	1	
*M/M*	8	5	
**HLA matching**			
*matched*	14	17	0.28
*mismatched*	1	0	
**CMV serostatus for recipient:donor**			
*neg/neg*	4	10	0.13
*neg/pos*	1	2	
*pos/neg*	5	1	
*pos/pos*	5	4	
**Conditioning**			
*Bu/Cy*	1	2	0.35
*Bu/Flu*	8	14	
*Bu/Flu/ATG*	1	0	
*Bu/Flu/R*	1	0	
*Cy/ATG*	1	0	
*Cy/BCNU/VP16*	1	0	
*Cy/TBI*	1	1	
*Flu/Cy/R*	1	0	
*Pento/Bu/R*	1	0	
**aGVHD prophylaxis (agent 1)**			
*CSA*	1	2	0.51
*CSA/TAC*	1	0	
*TAC*	13	15	
**aGVHD prophylaxis (agent 2)**			
*MMF*	6	6	0.78
*MTX*	9	11	
**Max grade aGVHD**			
*None*	4	2	0.29
*I*	4	1	
*II*	5	11	
*III*	1	2	
*IV*	1	1	
**aGVHD treatment (agent 1)**			
*None*	7	7	0.15
*MMF*	0	1	
*Pred < 1mg/kg*	1	0	
*Pred 1mg/kg*	4	9	
*Pred 2mg/kg*	3	0	
**aGVHD treatment (agent 2)**			
*None*	10	13	0.03
*MMF*	2	4	
*Rapa*	3	0	
**Max grade cGVHD**			
*None*	9	0	0.0001
*Mild*	6	5	
*Moderate*	0	8	
*Severe*	0	4	
**cGVHD treatment (agent 1)**			
*Prednisone*	1	3	0.13
*ECP*	0	1	
*MMF*	0	3	
*TAC*	0	1	
*Rapa*	0	1	
*None*	14	8	
**cGVHD treatment (agent 2)**			
*MMF*	0	2	0.001
*MTX*	0	1	
*Rapa*	0	3	
*TAC*	0	2	
*none*	15	9	
**cGVHD treatment (agent 3)**			
CSA	0	2	< 0.0001
Prednisone	0	1	
Rapa	0	1	
none	15	13	

*categorical data compared with Fisher’s exact test or Chi-square, continuous data utilized wilcoxon rank sum test

* AA—aplastic anemia; ALL—acute lymphoblastic leukemia; AML—acute myelogenous leukemia; CML—chronic myelogenous leukemia; FL—follicular lymphoma; HD—Hodgkin lymphoma; IMF—idiopathic myelofibrosis; MCL—mantle cell lymphoma; MDS—myelodysplastic syndrome; MM—multiple myeloma; MPD—myeloproliferative neoplasm; PBSC—peripheral blood stem cells; BM—bone marrow harvested stem cells; MMUD—mismatched unrelated donor; MRD—matched sibling donor; MUD—matched unrelated donor; HLA—human leukocyte antigen; CMV—cytomegalovirus; neg—negative; pos—positive; Bu—busulfan; Cy—cyclophosphamide; Flu—fludarabine; ATG—anti-thymocyte globulin; R—rituximab; BCNU—carmustine; VP16—etoposide; TBI—total body irradiation; pento—pentostatin; CSA—cyclosporine; TAC—tacrolimus; MMF—mycophenolate mofetil; MTX—methotrexate; aGVHD—acute graft vs. host disease; pred—prednisone; rapa—rapamycin (sirolimus); ECP—extra-corporeal photopheresis; cGVHD—chronic graft vs. host disease

The TOL and non-TOL groups did significantly differ in their history of chronic GVHD, as the non-TOL patients had greater NIH Consensus global severity of chronic GVHD and greater extent of therapy delivered for chronic GVHD: Among the TOL patients, 9 had no history of chronic GVHD, and 6 had a prior maximum mild chronic GVHD. Of these, only one required the addition of any systemic IS for chronic GVHD therapy. Among the TOL patients with any history of chronic GVHD, this was completely resolved at a median of 25.3 months (range 17.6–39.7) prior to the study sample acquisition. In contrast, the maximum global severity of chronic GVHD among the non-TOL patients was 1 (n = 5), 2 (n = 8), or 3 (n = 4). Chronic GVHD organ involvement included skin (n = 11), eye (n = 6), mouth (n = 6), GI (n = 5), liver (n = 8), lung (n = 2), and fascia/joints (n = 1). Therapy delivered included prednisone and additional systemic immune suppressive therapies, and none had discontinued all IS by time of study sample acquisition. We examined potential confounding from the type of IS agents among non-TOL patients at the time of sample acquisition: We performed SAM analysis according to the methods described above to discern differential gene expression based on presence/absence of each type of IS agent, and compared these differentially expressed genes against differentially expressed genes that segregated the TOL and non-TOL phenotypic groups. As no genes overlapped, we report that the observed differential gene expression is not likely explained by effects from the presence or type of IS.

The median time from HCT to study sample acquisition (TOL 38.5 vs. non-TOL 39.5 months) did not differ between groups, p = 0.97. The median time from complete IS discontinuation to study sample acquisition among TOL patients was 19.15 (range 7.1–68) months.

### Immune cell subsets

Immune cell subsets were identified through evaluation of cell surface markers (Table 2). There was a suggestion toward increased total CD8+ T cells, and specifically CD8 αβ T cells in the TOL group. However, based on our pre-specified significance level of 0.01 in the setting of multiple comparisons, we did not observe significant differences in any of the studied immune subsets between TOL and non-TOL groups.

**Table 2:** Comparison of immune cell subsets among TOL and non-TOL patients.

**Cell subset**	**Phenotype**	**TOL**	**Non-TOL**	**p value**
Total CD3+	CD3+	62.4	56.3	0.28
Total CD4+	CD4+	25.9	31.9	0.52
CD4+ CD25-	CD4+/CD25-	22.7	30.6	0.48
Total CD8+	CD8+	32.1	18.2	0.052
CD8αα (NK, DC, IEL)	CD8 αα+	1.85	1.4	0.27
CD8αβ (alpha-beta CD8)	CD8αβ+	18.6	6.8	0.03
Memory CD8	CD8+/CD127+	32.8	30	0.9
Effector CD8	CD8+/CD127-	67.2	69.9	0.9
Regulatory T cells (Treg)	CD4+/CD25+/CD127-	1.6	1.5	0.7
Treg/CD8 ratio	Treg/CD8+CD25+	1.1	0.9	0.82
Monocytes	CD14+	9.8	11.1	0.26
Total B cells	CD19+	12.9	8.1	0.1
Plasmacytoid DC	IL-3RA+/HLA-DR+	0.12	0.13	0.24
Monocytoid DC	CD11c+/HLA-DR+	0.23	0.57	0.27
NK cells	CD16+/CD56+	11.5	13.7	0.58
NKT	CD3+/CD16+/CD56+	0.05	0.025	0.16

*Numbers indicate proportion of examined PBMC with the identified phenotype.

*NK—natural killer cell; DC—dendritic cell; IEL—intra-epithelial lymphocyte; Treg—regulatory T cell; NKT—NKT cells; TOL—tolerant patients; non-TOL—non-tolerant patients

### Two-group (TOL vs. non-TOL) analysis

In the initial two-group comparison, SAM identified 231 probe sets over- and 412 under-expressed in the TOL vs. non-TOL group. 

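CBLB, NFATC2 and SYTL2 were among the 10 genes with the strongest evidence of higher expression in TOL. RAB31, VSIG4 and APP were among the 10 with the strongest evidence of lower expression. The values are the deposited log2 RMA values of PBMC RNA on HG-U133 Plus 2.0 arrays, with 1 array for each of 15 TOL patients, 17 non-TOL patients and 10 healthy controls. Each comparison was fitted with limma on its 2 groups alone. A probe set was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a fold change of at least 1.5. These are the thresholds of the methods for SAM, and SAM itself was computed as an alternative. Of 54518 probe sets tested, 94 were higher and 43 lower in TOL than in non-TOL. The balance of directions depended on the method, with 397 higher and 692 lower by SAM, 171 and 269 with all groups in one fit and 244 and 518 with array weights. CBLB had a mean log2 value of 10.50 ± 0.34 (SD, n = 15) in TOL and 9.77 ± 0.38 (SD, n = 17) in non-TOL, a log2 fold change of 0.73 (SE 0.13, limma adjusted p = 0.0113). NFATC2 had a log2 fold change of 0.69 (SE 0.12) and SYTL2 of 1.03 (SE 0.19), each with a limma adjusted p of 0.0118. RAB31 had a mean log2 value of 10.51 ± 0.55 (SD) in TOL and 11.31 ± 0.44 (SD) in non-TOL, a log2 fold change of -0.80 (SE 0.17, limma adjusted p = 0.0276). APP had a log2 fold change of -0.73 (SE 0.17, limma adjusted p = 0.0461). The log2 difference between the 3' and 5' probe sets of ACTB and GAPDH, a measure of RNA integrity, was 1.83 ± 0.46 (SD) in TOL and 1.32 ± 0.51 (SD) in non-TOL. With this difference as a covariate, chosen after it was seen to differ, 28 probe sets were called higher and 1 lower, and 18 of the 137 calls were kept. The median absolute log2 fold change of the 137 went from 0.75 to 0.66 with this covariate, and their median SE from 0.17 to 0.19.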

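The list of T cell receptor signaling was higher as a set in TOL, and the list of Fc and complement receptors was lower. The list of NK receptors was higher by the main test, and not with an estimated correlation (adjusted p = 0.126). Few of their single genes were called. The lists were fixed before the data were examined, and each gene was represented by its probe set with the highest mean. Among 16 NK receptor and adaptor genes, 1 (CD160) was called higher and 8 were higher when adjusted over the list alone, where 1 was lower. Their median log2 fold change was 0.56 (limma camera, adjusted p = 2.88e-08 over 36 lists). Among 15 genes of T cell receptor signaling, 1 (ZAP70) was called, with a log2 fold change of 0.59 (SE 0.12, limma adjusted p = 0.0182). FYN had a log2 fold change of 0.29 (SE 0.06, limma adjusted p = 0.036), below the fold threshold. The log2 fold change was above 0 for 100% of the genes of this list (camera adjusted p = 1.89e-12), and the list was also called with an estimated correlation (adjusted p = 0.042). Among 15 Fc and complement receptor genes, VSIG4 was called lower, and 8 were lower when adjusted over the list alone. The median of this list was -0.75 (camera adjusted p = 7.12e-09, and 0.0742 with an estimated correlation). For 18 B cell genes, none was called, and the median log2 fold change was 0.23 (camera adjusted p = 0.0213). With an estimated correlation this adjusted p was 0.595, and with the 3' to 5' difference as a covariate the direction of the set was reversed (adjusted p = 0.116).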

Enriched process networks included those related to NK cells (NK cell cytotoxicity), phagocytosis and antigen presentation (phagocytosis, phagosome in antigen presentation), B cell signaling (BCR pathway), and lymphocyte differentiation and signaling (T helper cell differentiation, TCR signaling, protein C signaling, anti-apoptosis mediated via MAPK and JAK/STAT, lymphocyte proliferation, JAK-STAT pathway, and Th17-derived cytokines) (Table 3). 

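The number of called genes differed between the networks. In a network with KLRD1, GZMA and IFNG most log2 fold changes were above 0, and in a network with S100A8, CR1 and APP most were below 0. S1 File lists the genes of 10 enriched process networks, 1 to a column. In the network with KLRD1, GZMA and IFNG, 6 of 17 measured genes were called higher in TOL and 0 lower, and 14 of the 17 had a log2 fold change above 0, with a median of 0.79. In the network with S100A8, CR1 and APP, 1 of 18 genes was called higher and 2 lower, and 1 of the 18 had a log2 fold change above 0, with a median of -0.70. The medians of the other networks lay between -0.64 and 0.29. These genes were picked by the study on the same arrays, so that their directions are not independent evidence.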

Individual probe sets represented in enriched process networks are listed in (S1 File).

**Table 3:** Enriched cellular process networks from TOL vs. non-TOL comparison.

Networks	p value	Ratio(involved) / (total)	
Inflammation_NK cell cytotoxicity	1.553E-09	22	164
Immune response_Antigen presentation	2.233E-07	21	197
Inflammation_Neutrophil activation	5.064E-06	20	219
Reproduction_Feeding and Neurohormone signaling	1.082E-05	19	211
Immune response_Phagocytosis	2.234E-05	19	222
Chemotaxis	4.077E-05	14	137
Cell adhesion_Amyloid proteins	4.853E-05	17	195
Cell adhesion_Platelet aggregation	1.924E-04	14	158
Immune response_T helper cell differentiation	2.050E-04	13	140
Inflammation_Interferon signaling	3.337E-04	11	110
Cell adhesion_Leucocyte chemotaxis	8.981E-04	15	205
Inflammation_Histamine signaling	1.264E-03	15	212
Proliferation_Lymphocyte proliferation	3.036E-03	14	209
Inflammation_IL-2 signaling	3.175E-03	9	104
Signal Transduction_Cholecystokinin signaling	3.610E-03	9	106
Autophagy_Autophagy	5.004E-03	6	55
Inflammation_IgE signaling	6.168E-03	10	136
Inflammation_Jak-STAT Pathway	8.599E-03	12	188
Proteolysis_Proteolysis in cell cycle and apoptosis	1.048E-02	9	125
Immune response_Phagosome in antigen presentation	1.122E-02	14	243
Immune response_TCR signaling	1.248E-02	11	174
Inflammation_Protein C signaling	1.318E-02	8	108
Apoptosis_Anti-Apoptosis mediated by external signals via MAPK and JAK/STAT	1.517E-02	11	179
Development_Neurogenesis_Axonal guidance	1.655E-02	13	230
Blood coagulation	1.937E-02	7	94
Cell adhesion_Cell junctions	1.960E-02	10	162
Inflammation_Amphoterin signaling	2.145E-02	8	118
Proliferation_Positive regulation cell proliferation	2.753E-02	12	221
Development_Regulation of angiogenesis	2.926E-02	12	223
Cardiac development_Wnt_beta-catenin, Notch, VEGF, IP3 and integrin signaling	3.068E-02	9	150
Signal transduction_WNT signaling	3.355E-02	10	177
Development_Blood vessel morphogenesis	3.390E-02	12	228
Immune response_IL-5 signalling	3.825E-02	4	44
Cell adhesion_Glycoconjugates	4.654E-02	9	162

*Cellular process networks are ranked in descending order based on p value for magnitude of enrichment of experimental data to annotated networks using MetaCore by GeneGo software (limited to those with p < 0.05)

The secondary matched paired analysis identified 255 probe sets over- and 150 under-expressed in the TOL vs. non-TOL groups. 

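Probe sets changed in both directions within the pairs, and the threshold decided which direction held more of them. Within-pair differences of the log2 values were tested with limma for the 15 pairs of TOL and non-TOL arrays with the same pair number in the labels. At an adjusted p of at most 0.1 and a fold change of at least 1.5, 77 probe sets were higher and 17 lower in TOL. At an unadjusted p under 0.01 with the same fold, 218 were higher and 264 lower, and at an unadjusted p under 0.05 alone 3403 were higher and 2751 lower. The MAS 5.0 comparison analysis of the paper needs probe-level intensities, which the deposited log2 values do not hold.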

Enriched process networks included TCR signaling (p = 1.1E-05), T helper cell differentiation (p = 0.00086), BCR pathway signaling (p = 0.0029), and NK cell cytotoxicity (p = 0.009). This secondary approach invoking matched-pair analysis was conducted to reduce potential heterogeneity from other clinical factors. While we note that the primary (group-wise SAM comparison) and secondary (pair-wise comparison using Affymetrix MAS 5.0 comparison analysis for matched samples) employed different statistical methods, we examined the concordance in findings across these methods. Of the total genes identified in the secondary approach, 41% of them were concordant with the main analysis (S6 File). 

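Of the probe sets called in the paired comparison, 79 were also called in the comparison of the groups, or 84.0%. Both comparisons used limma on log2 values of largely the same arrays, and their log2 fold changes had a correlation of 0.99 over probe sets. This share is therefore not comparable with that of the paper, which set different methods side by side. S6 File lists 170 probe sets found by both of the paper's approaches, and all 170 are on the array. Of these, 97 were higher and 73 lower in TOL, with the same direction in the paired and the group comparison for 170 of the 170. In the limma comparison of the groups 82 of them were called, and 167 were called with the SAM statistic. A fold change of at least 1.5 between the groups was reached by 167 of them. S6 File was chosen on these arrays, so that these counts are not independent evidence.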

Differentially expressed genes in our analysis were compared with those identified in published comparisons of tolerant vs. non-tolerant comparators in liver and kidney transplantation, and these were mapped to enriched cellular process networks (Table 4).

**Table 4:** Enriched cellular process networks shared between current experimental data and published tolerance-associated gene expression data in solid organ transplantation.

**Networks**	**p value(solid organ) / (HCT)**	**min(p value)**	**Ratio(involved) / (total)**	
Inflammation_NK cell cytotoxicity	6.239e-3 / 2.916e-9	2.916E-09	30	164
Chemotaxis	8.023e-8 / 5.866e-5	8.023E-08	29	137
Inflammation_Neutrophil activation	5.617e-3 / 1.389e-7	1.389E-07	33	219
Cell adhesion_Amyloid proteins	2.722e-1 / 3.292e-7	3.292E-07	26	195
Immune response_Phagocytosis	1.065e-3 / 7.266e-7	7.266E-07	36	222
Immune response_Phagosome in antigen presentation	1.905e-6 / 9.972e-4	1.905E-06	37	243
Inflammation_IL-4 signaling	3.185e-6 / 2.647e-1	3.185E-06	18	115
Immune response_Antigen presentation	1.967e-3 / 6.449e-6	6.449E-06	31	197
Reproduction_Feeding and Neurohormone signaling	4.162e-2 / 1.739e-5	1.739E-05	27	211
Immune response_BCR pathway	3.083e-5 / 2.211e-2	3.083E-05	25	137
Cell adhesion_Leucocyte chemotaxis	1.140e-3 / 4.091e-5	4.091E-05	30	205
Cell adhesion_Platelet-endothelium-leucocyte interactions	5.144e-5 / 1.536e-1	5.144E-05	25	174
Development_Neurogenesis_Axonal guidance	3.878e-3 / 5.783e-5	5.783E-05	34	230
Development_EMT_Regulation of epithelial-to-mesenchymal transition	6.085e-5 / 7.855e-2	6.085E-05	31	226
Inflammation_Histamine signaling	4.106e-3 / 6.375e-5	6.375E-05	30	212
Cell adhesion_Platelet aggregation	2.115e-1 / 7.520e-5	7.520E-05	21	158
Inflammation_Amphoterin signaling	1.004e-2 / 2.085e-4	2.085E-04	20	118
Inflammation_TREM1 signaling	2.183e-4 / 7.069e-2	2.183E-04	21	145
Immune response_T helper cell differentiation	6.623e-2 / 2.839e-4	2.839E-04	19	140
Cell adhesion_Cell junctions	3.689e-1 / 3.518e-4	3.518E-04	20	162
Inflammation_Protein C signaling	1.950e-1 / 3.778e-4	3.778E-04	14	108
Inflammation_Interferon signaling	5.743e-4 / 1.677e-3	5.743E-04	19	110
Cell cycle_G2-M	1.203e-3 / 9.983e-1	1.203E-03	18	206
Signal Transduction_Cholecystokinin signaling	8.818e-2 / 1.264e-3	1.264E-03	14	106
Signal Transduction_TGF-beta, GDF and Activin signaling	1.291e-3 / 3.185e-1	1.291E-03	18	154
Cell adhesion_Integrin-mediated cell-matrix adhesion	1.822e-3 / 1.957e-1	1.822E-03	25	214
Cell adhesion_Glycoconjugates	2.092e-3 / 3.444e-3	2.092E-03	24	162
Proliferation_Positive regulation cell proliferation	1.753e-1 / 2.640e-3	2.640E-03	23	221
Apoptosis_Anti-Apoptosis mediated by external signals via MAPK and JAK/STAT	5.893e-2 / 2.808e-3	2.808E-03	23	179
Development_Regulation of angiogenesis	2.819e-3 / 1.683e-2	2.819E-03	27	223
Proteolysis_ECM remodeling	3.399e-3 / 2.528e-1	3.399E-03	12	85
Development_Blood vessel morphogenesis	3.546e-3 / 4.204e-2	3.546E-03	26	228
Inflammation_IL-2 signaling	1.732e-1 / 3.956e-3	3.956E-03	13	104
Proliferation_Lymphocyte proliferation	3.424e-1 / 4.093e-3	4.093E-03	20	209
Signal transduction_ERBB-family signaling	5.399e-3 / 1.889e-1	5.399E-03	11	75
Autophagy_Autophagy	1.379e-2 / 5.872e-3	5.872E-03	9	55
Immune response_TCR signaling	2.335e-2 / 6.104e-3	6.104E-03	22	174
Cytoskeleton_Regulation of cytoskeleton rearrangement	6.295e-3 / 1.003e-1	6.295E-03	22	183
Apoptosis_Apoptotic mitochondria	6.331e-3 / 9.061e-1	6.331E-03	9	77
Proliferation_Negative regulation of cell proliferation	6.599e-3 / 1.899e-1	6.599E-03	20	184
Cytoskeleton_Actin filaments	1.040e-1 / 6.673e-3	6.673E-03	20	176
Inflammation_Kallikrein-kinin system	6.915e-3 / 1.937e-1	6.915E-03	21	185
Inflammation_IgE signaling	1.184e-1 / 7.734e-3	7.734E-03	17	136
Immune response_Th17-derived cytokines	6.344e-2 / 9.123e-3	9.123E-03	15	98
Development_Cartilage development	9.340e-3 / 3.195e-1	9.340E-03	9	66
Inflammation_Jak-STAT Pathway	3.921e-2 / 1.103e-2	1.103E-02	21	188
Proteolysis_Proteolysis in cell cycle and apoptosis	4.732e-1 / 1.283e-2	1.283E-02	13	125
Signal transduction_Leptin signaling	1.411e-2 / 2.143e-1	1.411E-02	13	106
Signal transduction_WNT signaling	1.899e-1 / 1.759e-2	1.759E-02	19	177
Apoptosis_Anti-apoptosis mediated by external signals via NF-kB	1.860e-2 / 1.173e-1	1.860E-02	14	111

*Cellular process networks are ranked in descending order based on p value for magnitude of enrichment to annotated networks using MetaCore by GeneGo software (for each process network, solid organ = published solid organ transplant data,[2–5] and HCT = HCT experimental data.

### Three group (TOL vs. non-TOL vs. control) analysis

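Limma called 137 probe sets between TOL and non-TOL. Without the fold threshold it called 383, and 6544 had an unadjusted p under 0.05. The SAM statistic, computed with 100 permutations at an estimated FDR of 9.70% and a fold change of at least 1.5, called 1089 probe sets. These included 137 of the 137 called by limma.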

SAM identified 643 probe sets differentially expressed between TOL and non-TOL groups. The TOL vs. control analysis identified 5,687 probe sets, of which 2,273 were unique after filtering out non-informative shared probe sets (those represented in both TOL vs. control and non-TOL vs. control lists and unidirectionally different from control). 

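Compared with controls, TOL patients had higher expression of B cell genes and lower expression of genes of naive and central memory T cells and of genes induced by glucocorticoids. Of 18 B cell genes, 15 were called higher and 0 lower (15 when adjusted over the list alone), among them CD22, FCER2 and CD79A. CD22 had a log2 fold change of 1.21 (SE 0.18, limma adjusted p = 8.96e-06). Of 11 naive and central memory T cell genes, 8 were lower and 0 higher (8 when adjusted over the list alone), among them LEF1 at -1.09 (SE 0.21, limma adjusted p = 0.000299). Of 15 glucocorticoid-induced genes, 8 were lower and 1 higher (8 and 1 when adjusted over the list alone), among them DUSP1 at -0.78 (SE 0.18, limma adjusted p = 0.00132). By camera the adjusted p was 2.43e-07 for the B cell list, 0.00129 for the naive T cell list and 0.00645 for the glucocorticoid list, and with an estimated correlation it was 0.815 for each. With the 3' to 5' difference as a covariate it was 0.0125, 0.00785 and 0.0939. In all, 2892 probe sets were higher and 2621 lower in TOL than in controls, 5513 together. After 3299 probe sets called in the same direction in non-TOL were removed, 2214 were unique to TOL, 907 of them higher and 1307 lower. Patient and control arrays differed in their bacterial hybridization spike-ins, with a mean log2 level of 12.50 ± 0.46 (SD, n = 15) in TOL and 11.31 ± 0.12 (SD, n = 10) in controls.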

The non-TOL vs. control analysis identified 4,788 probe sets, of which 1,376 were unique. 

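Of the NK receptor genes, most were lower in non-TOL patients than in controls. B cell genes were higher and naive T cell genes lower, as in TOL. Of 16 NK receptor and adaptor genes, 10 were called lower and 1 (KLRC4) higher, or 11 and 1 when adjusted over the list alone. Among the lower were CD247 at a log2 fold change of -0.86 (SE 0.12, limma adjusted p = 5.05e-06) and KLRB1 at -0.94 (SE 0.20, limma adjusted p = 0.000791). Of 18 B cell genes, 10 were higher and 0 lower (10 when adjusted over the list alone), and of 11 naive and central memory T cell genes 6 were lower (6 when adjusted over the list alone). By camera the adjusted p was 0.00881 for the NK list, 7.71e-06 for the B cell list and 0.00359 for the naive T cell list, and with an estimated correlation it was 0.902 for each. The 3' to 5' difference was higher in non-TOL than in controls. With it as a covariate the NK list was no longer called (adjusted p = 0.107), and the B cell list (0.0561) and the naive T cell list (0.000937) were. In all, 4645 probe sets were called, 2349 higher and 2296 lower, and 1346 were unique to non-TOL, 364 of them higher and 982 lower. The 2 comparisons use the same 10 controls. No probe set was called in opposite directions. Of the 3299 shared calls, 1985 were higher and 1314 lower, where independent lists of these sizes would share 124.6 and 110.4. With unchanged groups simulated against the shared controls, 0 calls were shared. This count says little, since few probe sets pass the thresholds where no group is changed. With the controls split into separate groups of 5 for the 2 comparisons, a median of 2616 calls were shared over 20 divisions. Both groups of 5 keep the lower hybridization spike-in level of the control arrays. The overlap therefore cannot tell a difference of the patients from a difference in how the arrays were processed. Over probe sets, the log2 fold changes of the 2 comparisons had a covariance of 0.126, against 0.0123 for unchanged groups.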

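The genes that set TOL apart from both other groups included transcription factors and surface molecules of cytotoxic T cells, such as EOMES, TOX and LAG3, which were higher, and ARRB1 and GSN, which were lower. For TOX, ARRB1 and GSN this rests on 1 probe set each. A brighter probe set of TOX was called in neither comparison. ARRB1 and GSN have 7 probe sets each, of which 1 was called against non-TOL, and 2 of those of GSN changed in the opposite direction. By the filter of the methods, 44 probe sets were called between TOL and non-TOL and were also unique to TOL in the comparison with controls. Of these, 22 were higher and 22 lower in TOL than in non-TOL. By the SAM statistic the same filter gave 459, and with the 3' to 5' difference as a covariate it gave 9. With arrays of a high 3' to 5' difference left out, which leaves few patients, it gave 0.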

The final TOL list contained 281 probe sets, which were differentially expressed in the TOL group vs. both the non-TOL and control groups. 

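The genes that set non-TOL apart from both other groups were mostly lower in non-TOL, among them PLCXD2, CXCR6, CD160 and GNLY, while VSIG4 and FKBP1A were higher. The filter gave 33 probe sets, 27 lower and 6 higher in non-TOL than in TOL. By the SAM statistic it gave 212, with the 3' to 5' difference as a covariate 11, and with arrays of a high 3' to 5' difference left out 0. A further 60 of the probe sets called between TOL and non-TOL fell in neither final list.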

The final non-TOL list contained 122 probe sets which were differentially expressed compared to both TOL and control groups.

Differentially expressed probe sets in the TOL and non-TOL groups were enriched for immune response genes focused in the innate immune response, NK cytotoxicity, lymphocyte signaling and regulation, apoptosis and cell cycle control. 

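As sets, cytotoxic granule genes, CD8 T cell markers and transcription factors of cytotoxic lineages were higher in TOL than in non-TOL. Classical monocyte genes were lower as a set, except with an estimated correlation. Of 13 cytotoxic granule genes, 2 (GZMM and GNLY) were called higher and 11 were higher when adjusted over the list alone, with 0 lower and a median log2 fold change of 0.94. GZMM had a log2 fold change of 0.69 (SE 0.17, limma adjusted p = 0.0637). Of 12 CD8 T cell markers, 6 were called higher, among them S1PR5 and CXCR6, or 8 when adjusted over the list alone. Of 11 transcription factors of cytotoxic lineages, 3 were called higher (EOMES, RUNX3 and TBX21), or 5 when adjusted over the list alone. Of 19 classical monocyte genes, 0 were called and 14 were lower when adjusted over the list alone, with a median of -0.89. PLBD1 had a log2 fold change of -1.26 (SE 0.39, limma adjusted p = 0.162) and S100A9 of -1.06 (SE 0.34, limma adjusted p = 0.173). Camera called each of these lists, with adjusted p from 9.15e-14 for the monocyte list to 5.12e-08 for the transcription factors. With an estimated correlation the CD8 marker list (adjusted p = 0.0306), the transcription factor list (0.0318) and the granule list (0.0742) were still called, and the classical monocyte list was not (0.125). Of 20 cell cycle genes, 15 pro-apoptotic genes and 9 anti-apoptotic genes, 0 were called, and their lists had camera adjusted p of 0.123, 0.248 and 0.302. The paper states that its probe sets were enriched for genes of innate immunity, NK cell cytotoxicity, lymphocyte signaling, cell cycle control and apoptosis.

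**Figure D1:**
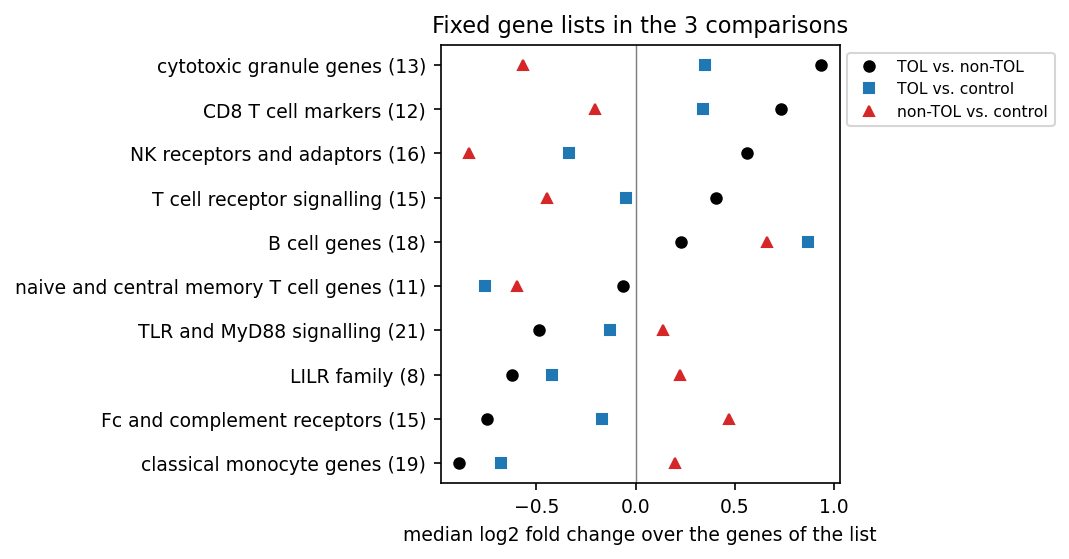
Median log2 fold change over the measured genes of 10 gene lists fixed before the data were examined, in the 3 comparisons, with the number of genes in brackets. The cytotoxic granule median was 0.94 and the classical monocyte median -0.89 in TOL vs. non-TOL.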

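The genes of Figs. 1–4 were measured with the probe sets of the paper's supplement where it gives them. Between TOL and non-TOL, the mean difference of all 73 entries measured here had the sign the figures show. Limma called 19 of them and the SAM statistic called all 73. A fold change of at least 2 against both comparison groups was reached by 2 genes of Fig. 1, 1 of Fig. 2, 3 of Fig. 3 and 0 of Fig. 4. By other probe sets TLR4 also reached it, with -2.49 against non-TOL and -2.24 against controls, and TLR8 no longer did, with -1.95 against controls. The bars of the figures match 2 raised to the fold change rather than the fold change itself, and on that scale a fold change of 1.5 exceeds 2. These genes were chosen by the study on these arrays, so that their directions are not independent evidence.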

The direction and magnitude of differences with respect to each comparison group is represented in Figs. 1–4 for selected genes; from the total 281 TOL and 122 non-TOL probe sets, these genes were selected for presentation based on their association with top-scored cellular process networks, > 2-fold change vs. comparator groups, and relevance to established mechanisms of immune tolerance.

**Fig 1:**
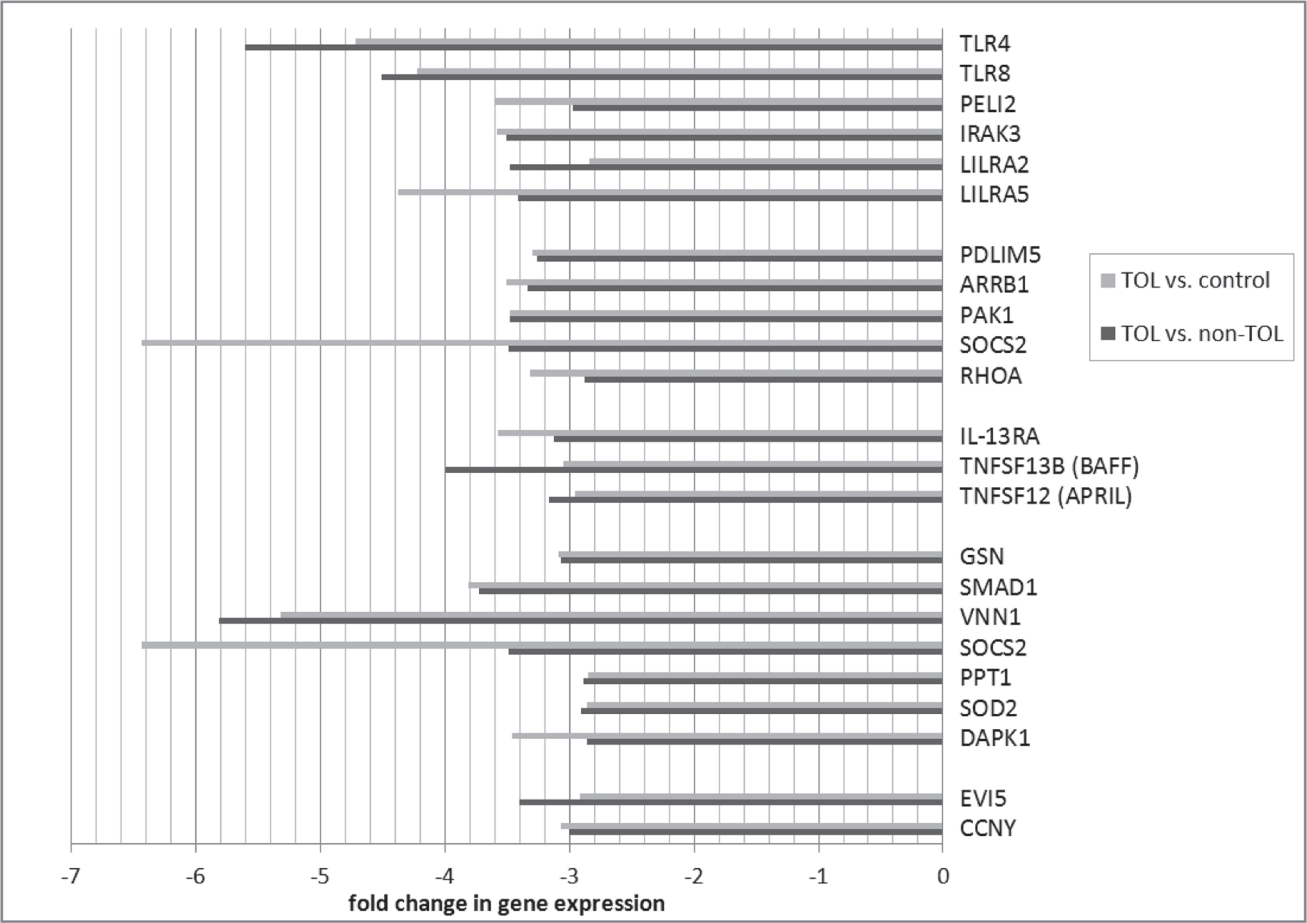
Direction and magnitude of change in TOL group vs. non-TOL and control: Genes with decreased expression in TOL group. *TLR4—toll-like receptor 4; TLR8—toll-like receptor 8; PELI2—pellino homolog 2; IRAK3—interleukin-1 receptor-associated kinase 3; LILRA2—leukocyte immunoglobulin-like receptor, subfamily A (with TM domain), member 2; LILRA5—leukocyte immunoglobulin-like receptor, subfamily A (with TM domain), member 5; PDLIM5—PDZ and LIM domain 5; ARRB1—arrestin, beta 1; PAK1—p21 protein (Cdc42/Rac)-activated kinase 1; SOCS2—suppressor of cytokine signaling 2; RHOA—ras homolog gene family, member A; IL-13RA—interleukin 13 receptor, alpha 1; TNFSF13B—tumor necrosis factor (ligand) superfamily, member 13b (BAFF); TNFSF12—tumor necrosis factor (ligand) superfamily, member 12 (APRIL); GSN—gelsolin; SMAD1—SMAD family member 1; VNN1—vanin 1; PPT1—palmitoyl-protein thioesterase 1; SOD2—superoxide dismutase 2, mitochondrial; DAPK1—death-associated protein kinase 1; EVI5—ecotropic viral integration site 5; CCNY—cyclin Y.

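The genes of Fig. 1 had lower means in TOL than in both other groups, and most did not pass the test between TOL and non-TOL. Of 22 genes, 21 were measured. By the probe sets of the supplement 2 were called against non-TOL (ARRB1 and GSN) and 19 against controls. Other probe sets of TLR4 and TLR8 were also called against non-TOL. When adjusted over the list alone 21 passed against non-TOL. EVI5 had a mean log2 value of 8.32 ± 0.79 (SD, n = 15) in TOL, 9.14 ± 0.65 (SD, n = 17) in non-TOL and 8.95 ± 0.24 (SD, n = 10) in controls. The log2 fold changes were -0.82 against non-TOL (SE 0.24, limma adjusted p = 0.144) and -0.63 against controls (SE 0.25, limma adjusted p = 0.0543). PDLIM5 had a log2 fold change of -0.77 against non-TOL (SE 0.27, limma adjusted p = 0.215), and RHOA of -0.61 (SE 0.22, limma adjusted p = 0.233).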

**Fig 2:**
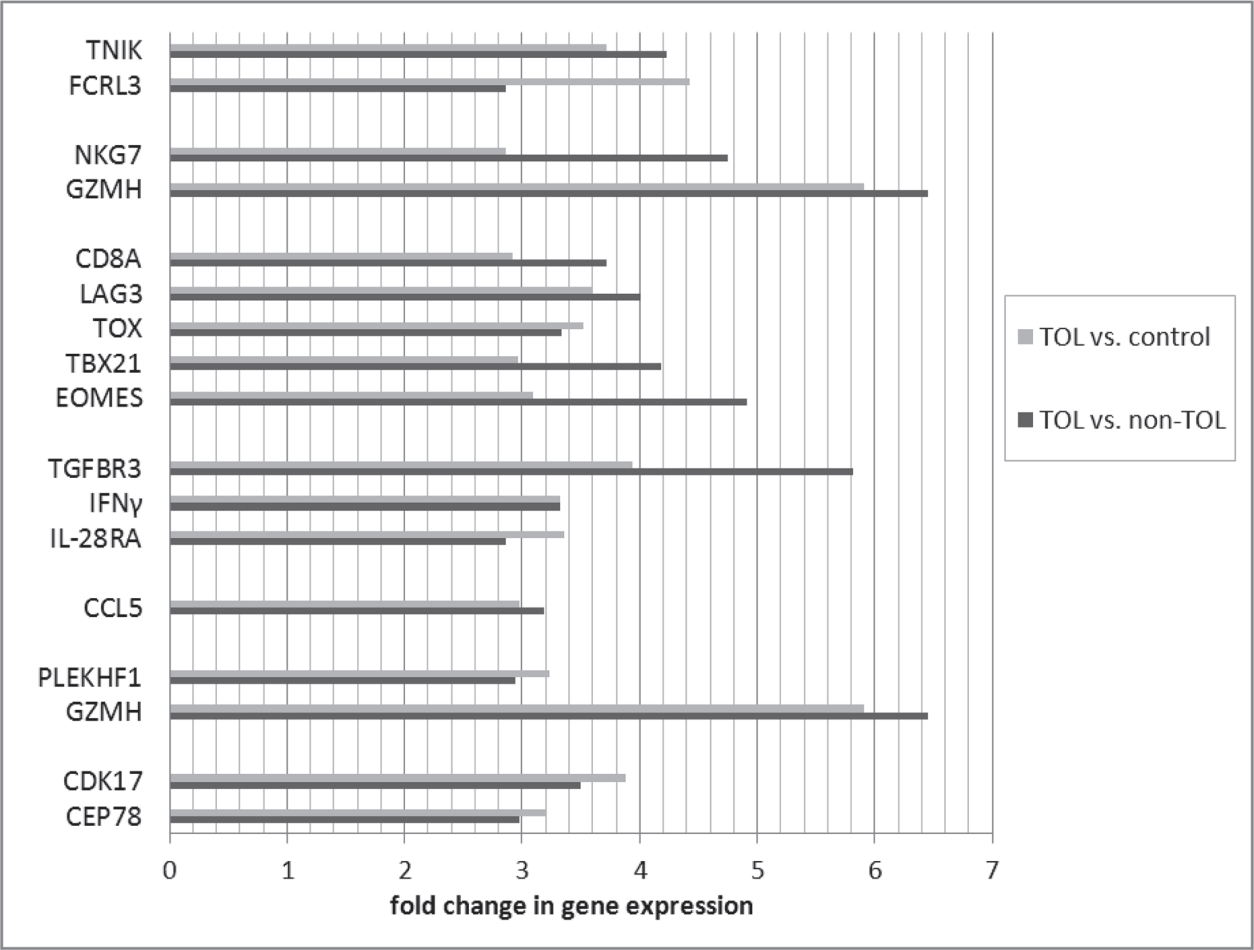
Direction and magnitude of change in TOL group vs. non-TOL and control: Genes with increased expression in TOL group. *TNIK—TRAF2 and NCK interacting kinase; FCRL3—Fc receptor-like 3; NKG7—natural killer cell group 7 sequence; GZMH—granzyme H (cathepsin G-like 2, protein h-CCPX); CD8A—CD8a molecule; LAG3—lymphocyte-activation gene 3; TOX—thymocyte selection-associated high mobility group box; TBX21—T-box 21 (T-bet); EOMES—eomesodermin; TGFBR3—transforming growth factor, beta receptor III; IFNγ—interferon, gamma; IL-28RA—interleukin 28 receptor, alpha (interferon, lambda receptor); CCL5—chemokine (C-C motif) ligand 5; PLEKHF1—pleckstrin homology domain containing, family F (with FYVE domain) member 1; GZMH—granzyme H (cathepsin G-like 2, protein h-CCPX); CDK17—cyclin-dependent kinase 17; CEP78—centrosomal protein 78kDa.

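The genes of Fig. 2, among them EOMES, TBX21 and CCL5, had higher means in TOL than in both other groups. Of the 16 genes, 9 were called against non-TOL, 15 against controls and 8 against both. TGFBR3 was the gene not called against controls, by the brighter of its probe sets. Its other probe set was called against both groups. When adjusted over the list alone 16 passed against non-TOL. EOMES had a mean log2 value of 10.67 ± 0.41 (SD, n = 15) in TOL, 9.47 ± 0.88 (SD, n = 17) in non-TOL and 9.97 ± 0.48 (SD, n = 10) in controls, a log2 fold change of 1.20 against non-TOL (SE 0.24, limma adjusted p = 0.0182). TBX21 had a log2 fold change of 1.05 (SE 0.25) and CCL5 of 0.74 (SE 0.18) against non-TOL, each with a limma adjusted p of 0.063. For CCL5 the log2 fold change was -0.05 with the lineage scores as covariates. CD8A had a log2 fold change of 0.92 (SE 0.23, limma adjusted p = 0.0718). NKG7 did not pass the test against non-TOL, with a log2 fold change of 1.17 (SE 0.32, limma adjusted p = 0.114), and had 0.60 against controls (SE 0.21, limma adjusted p = 0.035).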

**Fig 3:**
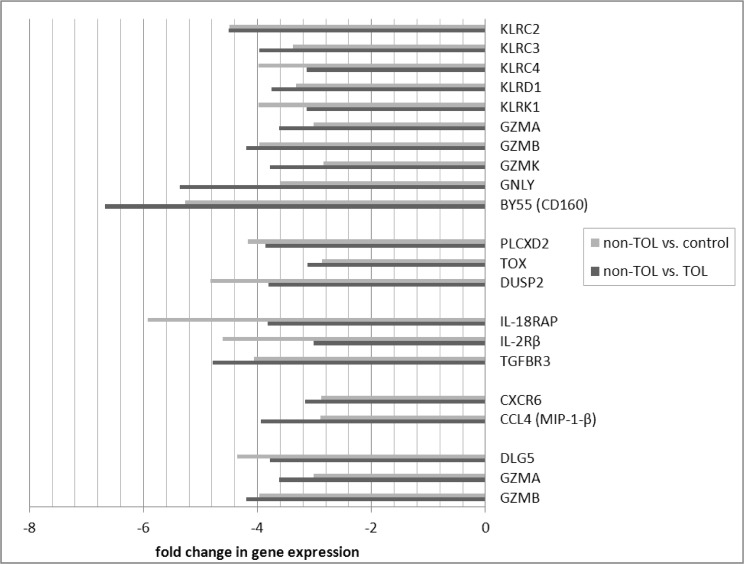
Direction and magnitude of change in non-TOL group vs. TOL and control: Genes with decreased expression in non-TOL group. *KLRC2—killer cell lectin-like receptor subfamily C, member 2 (NKG2C); KLRC3—killer cell lectin-like receptor subfamily C, member 3 (NKG2E); KLRC4—killer cell lectin-like receptor subfamily C, member 4 (NKG2F); KLRD1—killer cell lectin-like receptor subfamily D, member 1 (NKG2A); KLRK1—killer cell lectin-like receptor subfamily K, member 1 (NKG2D); GZMA—granzyme A (granzyme 1, cytotoxic T-lymphocyte-associated serine esterase 3); GZMB—granzyme B (granzyme 2, cytotoxic T-lymphocyte-associated serine esterase 1); GZMK—granzyme K (granzyme 3; tryptase II); GNLY—granulysin; BY55 (CD160)—CD160 molecule; PLCXD2—phosphatidylinositol-specific phospholipase C, X domain containing 2; TOX—thymocyte selection-associated high mobility group box; DUSP2—dual specificity phosphatase 2; IL-18RAP—interleukin 18 receptor accessory protein; IL-2Rβ—interleukin 2 receptor, beta; TGFBR3—transforming growth factor, beta receptor III; CXCR6—chemokine (C-X-C motif) receptor 6; CCL4 (MIP-1-β)—chemokine (C-C motif) ligand 4; DLG5—discs, large homolog 5; GZMA—granzyme A (granzyme 1, cytotoxic T-lymphocyte-associated serine esterase 3); GZMB—granzyme B (granzyme 2, cytotoxic T-lymphocyte-associated serine esterase 1).

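The genes of Fig. 3 had lower means in non-TOL than in TOL, and 17 of the 19 also had lower means in non-TOL than in controls. Against TOL 6 were called, against controls 14, and against both 5. When adjusted over the list alone 19 passed against TOL. PLCXD2 had a mean log2 value of 7.75 ± 0.51 (SD, n = 17) in non-TOL, 8.71 ± 0.46 (SD, n = 15) in TOL and 8.79 ± 0.18 (SD, n = 10) in controls, a log2 fold change of -1.04 in non-TOL against controls (SE 0.16, limma adjusted p = 1.14e-05). IL2RB had a log2 fold change of -1.14 in non-TOL against controls (SE 0.23, limma adjusted p = 0.000298) and IL18RAP of -1.36 (SE 0.35, limma adjusted p = 0.00344). The probe set of TOX in the paper's supplement differed between non-TOL and controls by a log2 fold change of 0.07 (SE 0.17, limma adjusted p = 0.803). A brighter probe set of TOX was called lower in non-TOL, at -0.60 (SE 0.22, limma adjusted p = 0.0354).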

**Fig 4:**
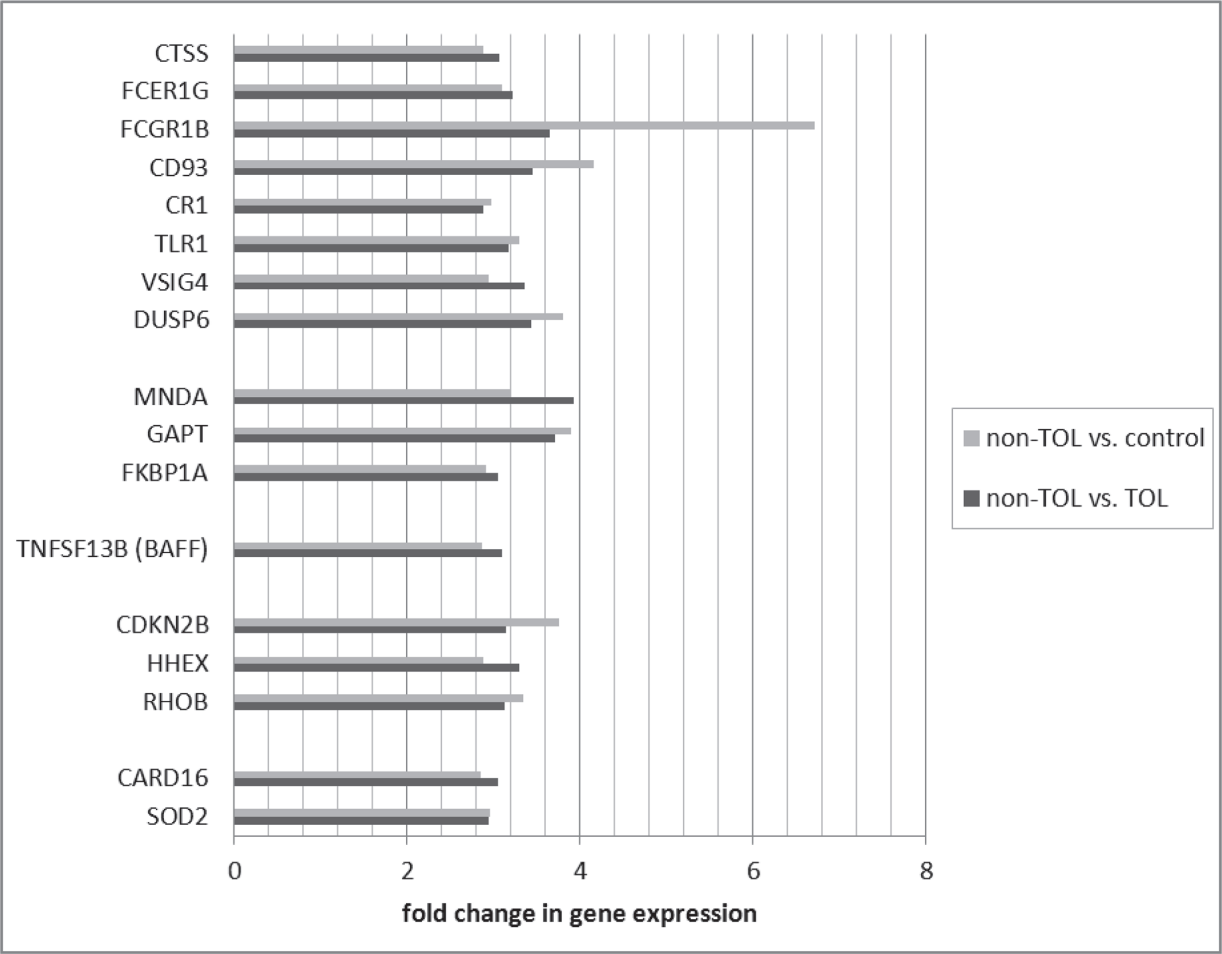
Direction and magnitude of change in non-TOL group vs. TOL and control: Genes with increased expression in non-TOL group. *CTSS—cathepsin S; FCER1G—Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide; FCGR1B—Fc fragment of IgG, high affinity Ib, receptor (CD64); CD93—CD93 molecule; CR1—complement component (3b/4b) receptor 1; TLR1—toll-like receptor 1; VSIG4—V-set and immunoglobulin domain containing 4; DUSP6—dual specificity phosphatase 6; MNDA—myeloid cell nuclear differentiation antigen; GAPT—GRB2-binding adaptor protein, transmembrane; FKBP1A—FK506 binding protein 1A, 12kDa; TNFSF13B—tumor necrosis factor (ligand) superfamily, member 13b (BAFF); CDKN2B—cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4); HHEX—hematopoietically expressed homeobox; RHOB—ras homolog gene family, member B; CARD16—caspase recruitment domain family, member 16; SOD2—superoxide dismutase 2, mitochondrial.

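The genes of Fig. 4, among them FCGR1B and CD93, had higher means in non-TOL than in both other groups, and most did not pass the test against TOL. Of the 17 genes, 2 were called between TOL and non-TOL (VSIG4 and FKBP1A), and 15 were called in non-TOL against controls. When adjusted over the list alone 17 passed between TOL and non-TOL. FCGR1B had a mean log2 value of 9.62 ± 0.97 (SD, n = 17) in non-TOL, 8.72 ± 0.91 (SD, n = 15) in TOL and 8.16 ± 0.70 (SD, n = 10) in controls. Its log2 fold change in non-TOL against controls was 1.46 (SE 0.33, limma adjusted p = 0.00127), and in TOL against non-TOL it was -0.90 (SE 0.32, limma adjusted p = 0.224). VSIG4 had a log2 fold change of -0.81 in TOL against non-TOL (SE 0.17, limma adjusted p = 0.031) and FKBP1A of -0.71 (SE 0.17, limma adjusted p = 0.0578). CD93 had a log2 fold change of 1.04 in non-TOL against controls (SE 0.25, limma adjusted p = 0.0021).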

### Classifier construction and cross-validation

The leave-k-out cross-validation method was utilized to train a classifier for the phenotypic groups (TOL vs. non-TOL) based on the observed differential gene expression. For each of 10 rounds of cross-validation, 10% of the total sample was left out for testing the classifier. A number equal to 10% of the total samples was obtained by randomly selecting members from each of the two groups in order to have a balanced hold-out set. This was repeated 10 times with unique samples selected at each cross validation. For each validation the remaining 90% of samples where used to select the features and train the artificial neural network (ANN). The number of correct and incorrect classifications were computed for each cross-validation and detailed in a confusion matrix. The overall weighted accuracy was determined for the classifier. An accurate classifier (> 90% accuracy, correctly classifying 14/15 TOL cases and 15/17 non-TOL cases) was developed only utilizing 20 probe sets, and classifier accuracy was stable (ranging from 87.5 to 90.6%) across the range of included (20–80 total) probe sets. 

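A neural network trained on 20 probe sets per round assigned 14 of 15 TOL arrays and 13 of 17 non-TOL arrays to their group when they were held out, or 84.4% of the arrays. In each of 10 rounds, the 20 probe sets with the largest absolute moderated t in the training arrays were taken from the 77 of the final TOL and non-TOL lists, and a network with 3 hidden units was trained. With 30 to 70 probe sets, 14 TOL and 14 to 16 non-TOL arrays were correct. The final lists were made from all arrays, the held-out ones included. With probe sets picked from the training arrays only, 13 TOL and 12 non-TOL arrays were correct, or 78.1%. The paper gives as part of its main finding that a classifier built on PBMC gene expression can separate TOL from non-TOL patients accurately.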

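In every round 6 probe sets were picked, 2 of TGFBR3 and 1 each of PLCXD2, SYTL2, TSPOAP1 and H2BW4P, and 48 different probe sets were picked in all. Table 5 of the paper lists 12 probe sets, and all 12 were called between TOL and non-TOL, 9 higher and 3 lower in TOL. Of these, 11 were picked in at least 1 round and 3 in every round. S2 File lists 88 probe sets, of which 23 were called by limma and 88 by the SAM statistic. TSPOAP1, 1 of 3 genes outside Table 5 picked in every round, had a log2 fold change of 0.82 between TOL and non-TOL (SE 0.15, limma adjusted p = 0.0118).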

The highest ranked (selected for classifier development 9–10 times out of 10 total rounds of cross-validation) probe sets and corresponding genes from the 20-probeset classifier are listed in Table 5, and ROC diagnostic accuracy plot is shown in Fig. 5. Full data on cross-validation results are presented as S2 and S3 Files. Differential gene expression confirmed by NanoString is shown in Figs. 6–9.

**Fig 5:**
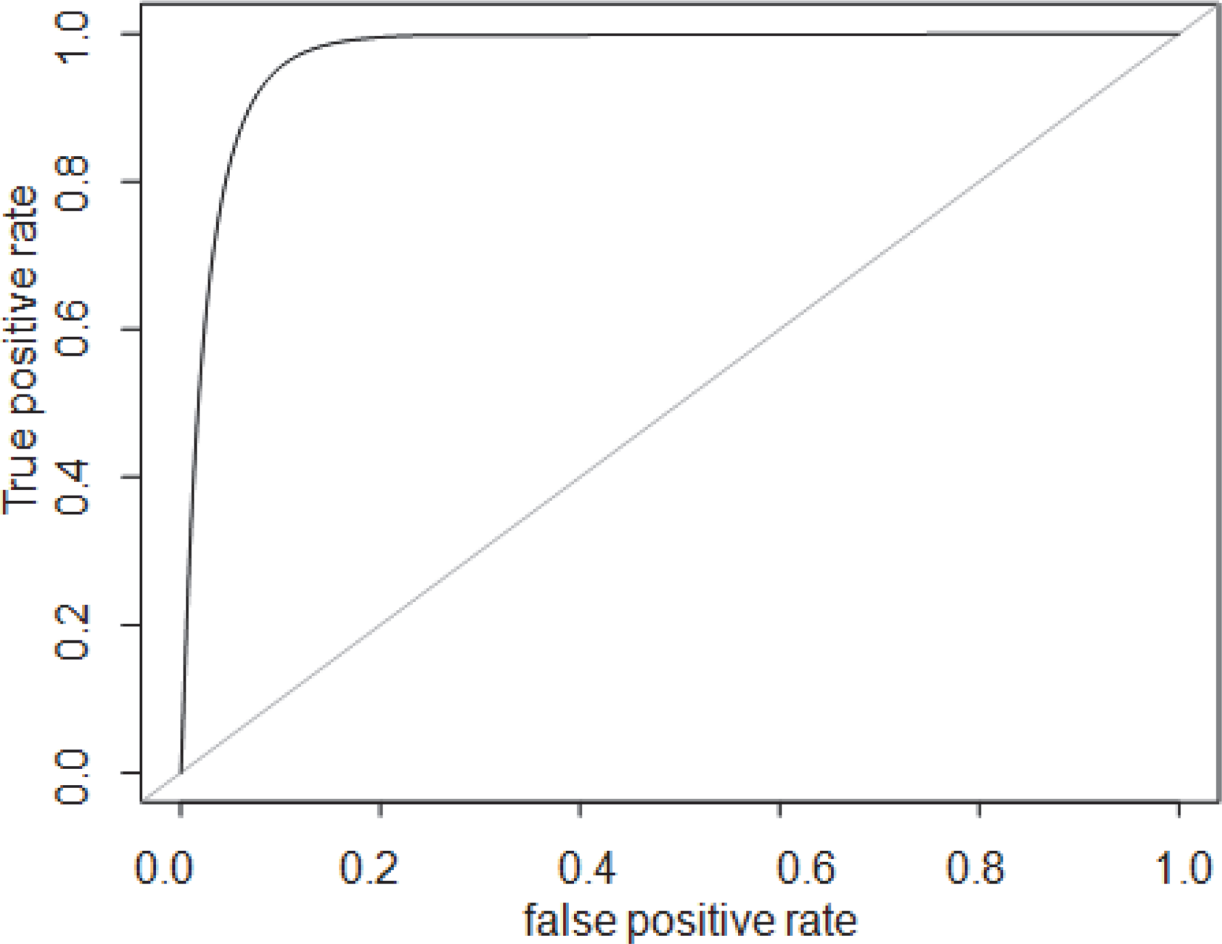
Receiver operating characteristic (ROC) plot for diagnostic accuracy of gene classifier. *ROC plot for diagnostic accuracy presents true positive rate vs. false positive rate (or sensitivity x 1-specificity) for gene expression-based phenotypic classifier of TOL and non-TOL patient groups. AUC 0.97 (95% CI 0.82–0.97).

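The area under the ROC curve of the held-out network outputs was 0.969 (95% confidence interval 0.905 to 1 by DeLong's method, 15 TOL and 17 non-TOL arrays) with probe sets from the final lists. With probe sets picked from the training arrays only it was 0.843 (95% confidence interval 0.706 to 0.980), and over 20 other divisions into rounds it ranged from 0.780 to 0.902.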

**Fig 6:**
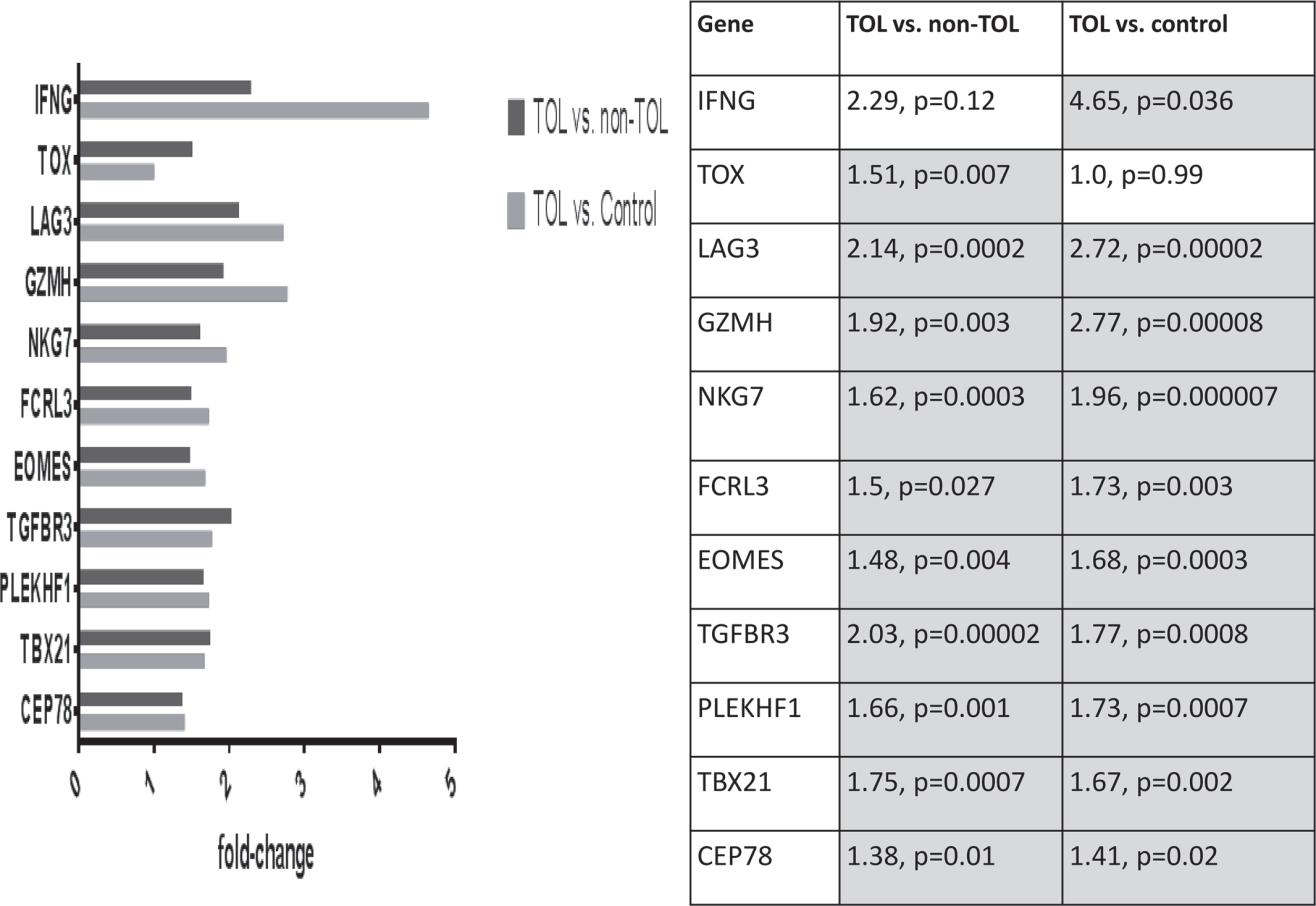
Confirmation of differential gene expression using NanoString: Genes with increased expression in TOL group.

**Fig 7:**
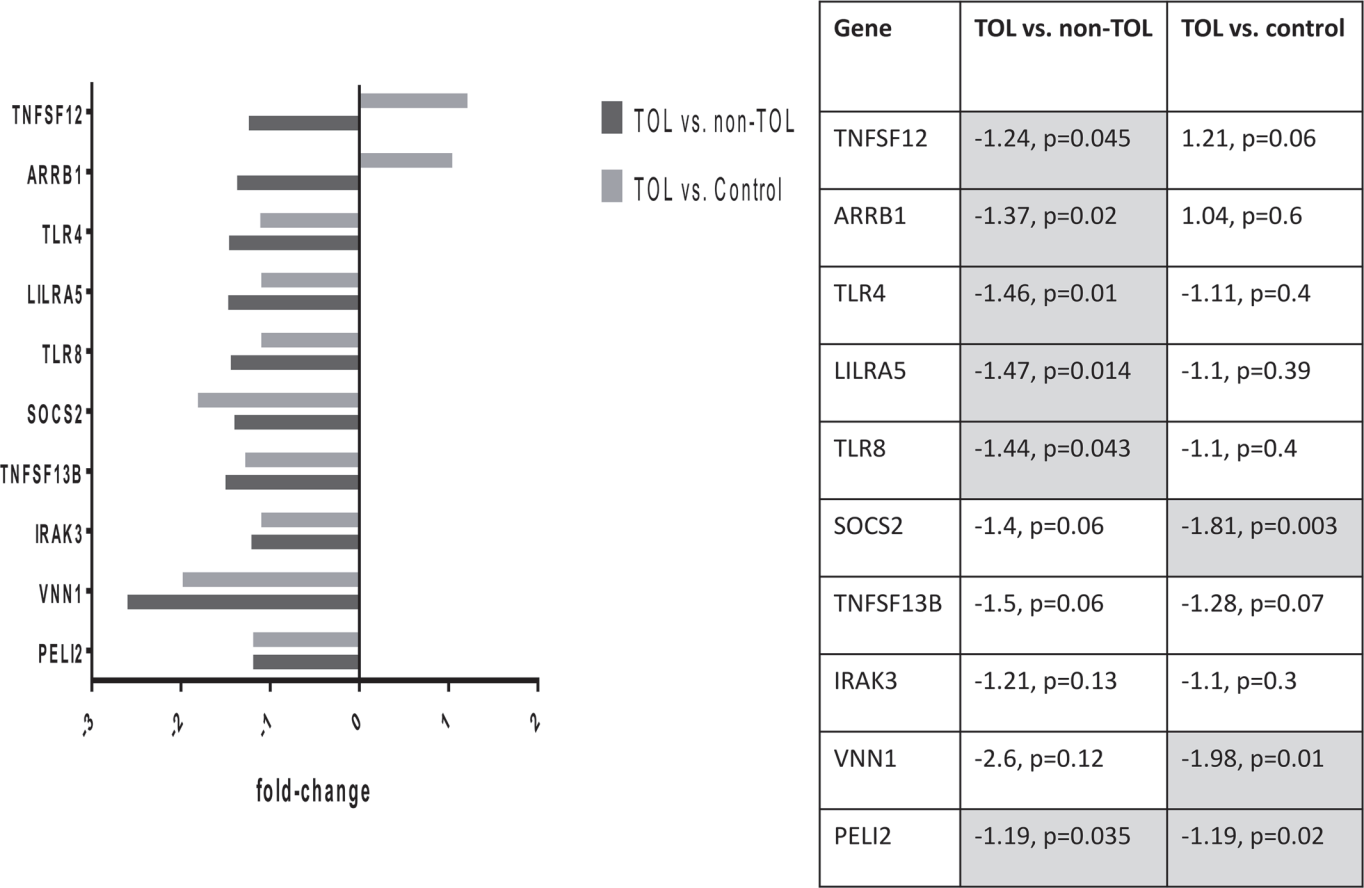
Confirmation of differential gene expression using NanoString: Genes with decreased expression in TOL group.

**Fig 8:**
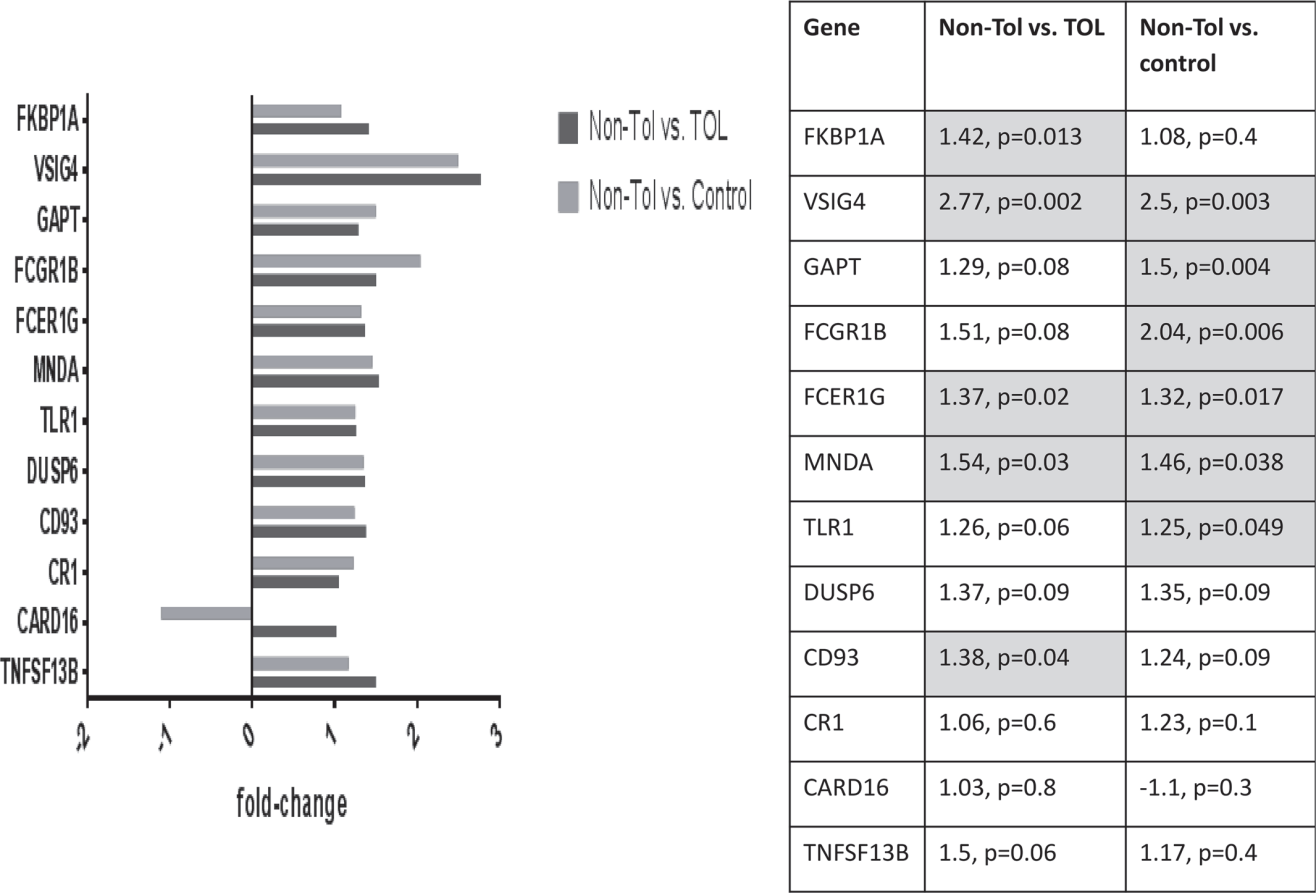
Confirmation of differential gene expression using NanoString: Genes with increased expression in non-TOL group.

**Fig 9:**
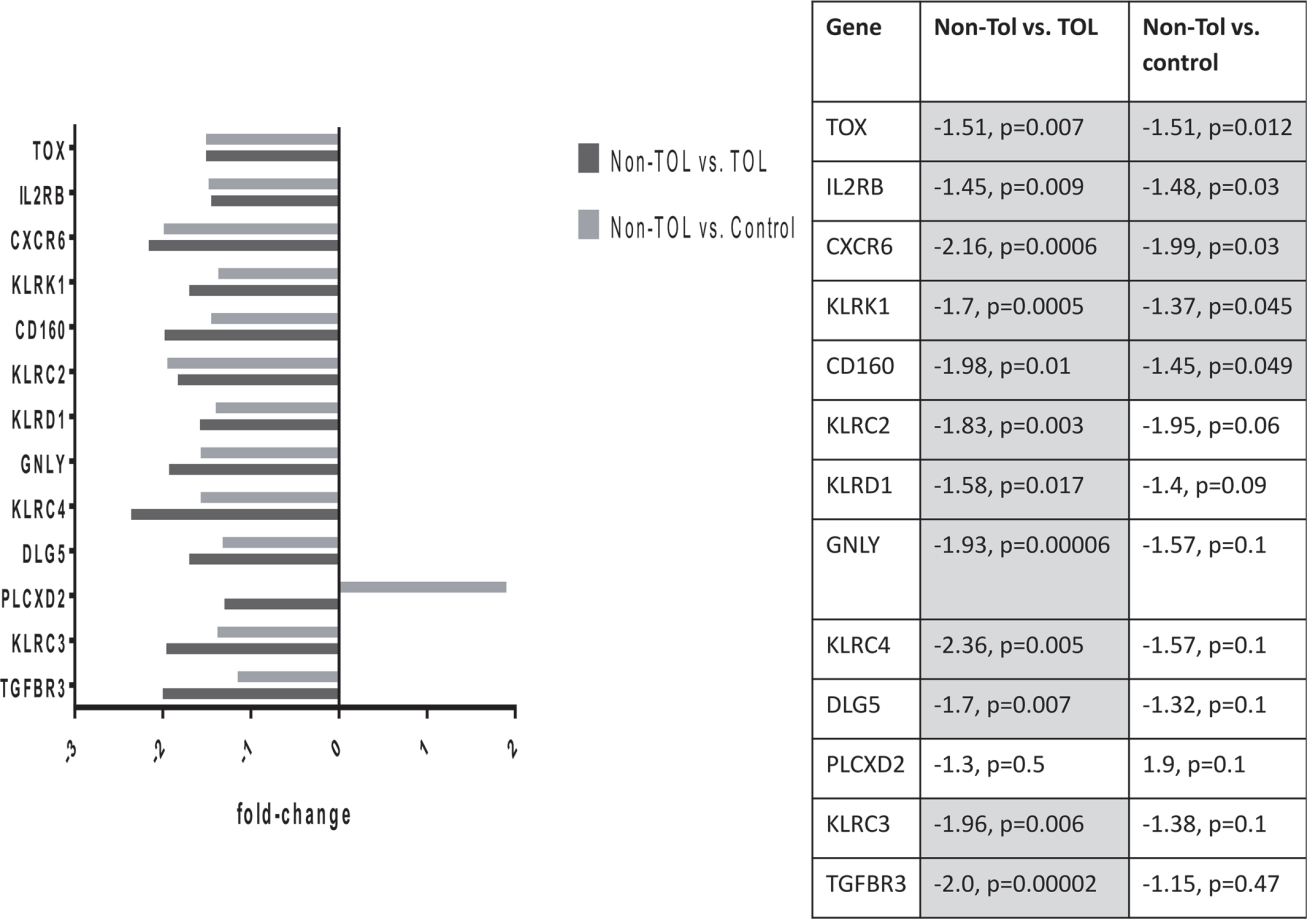
Confirmation of differential gene expression using NanoString: Genes with decreased expression in non-TOL group.

**Table 5:** Top probe sets and corresponding genes selected in classifier construction and leave-10%-out cross-validation.

**Number of times selected**	**Probe set ID**	**Gene symbol**	**Gene name**
10	235230_at	PLCXD2	phosphatidylinositol-specific phospholipase C, X domain containing 2
10	231776_at	EOMES	eomesodermin
10	226625_at	TGFBR3	transforming growth factor, beta receptor III
10	219566_at	PLEKHF1	pleckstrin homology domain containing, family F (with FYVE domain) member 1
10	214119_s_at	FKBP1A	FK506 binding protein 1A, 12kDa
10	206974_at	CXCR6	chemokine (C-X-C motif) receptor 6
10	206486_at	LAG3	lymphocyte-activation gene 3
10	204787_at	VSIG4	V-set and immunoglobulin domain containing 4
10	204731_at	TGFBR3	transforming growth factor, beta receptor III
10	204530_s_at	TOX	thymocyte selection-associated high mobility group box
10	1557985_s_at	CEP78	centrosomal protein 78kDa
9	218832_x_at	ARRB1	arrestin, beta 1

### Cell lineage-specific gene expression enrichment

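In lists made with SAM, NK cell genes ranked towards higher expression in the final TOL list and towards lower expression in the final non-TOL list. The preranked test (fgsea) was run with the HaemAtlas lineage sets of S4 File on these lists after the lists by limma proved short. The lists were chosen, and their genes ranked, by the same difference between TOL and non-TOL. The test also treats genes as independent, so that its adjusted p are no independent evidence of enrichment. On the 322 genes of the SAM final TOL list CD56 (6 genes) had a normalized enrichment score of 2.66 (adjusted p = 1.72e-05) and CD14 (44 genes) of -1.98 (adjusted p = 0.00863). On the 137 genes of the SAM final non-TOL list, ranked by non-TOL against TOL, CD56 (20 genes) had -2.85 (adjusted p = 6.31e-06) and CD66 (20 genes) had 2.69 (adjusted p = 5.82e-05). The final lists by limma hold 40 and 25 genes, too few for this test to decide. There CD56 had 2 genes and a score of 1.32 (adjusted p = 0.613) in the TOL list, and 5 genes and -0.77 (adjusted p = 0.768) in the non-TOL list, where CD66 had 1 gene and 1.22 (adjusted p = 0.634).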

The GSEA method was used to determine enrichment for cell lineage-specific gene expression separately for the final TOL and non-TOL gene lists (Table 6) and differential gene expression discerned from the initial 2-group SAM comparison of TOL and non-TOL subjects (Table 7). Additional supplemental data is provided (S4 File).

**Table 6:** Cell lineage enrichment analysis conducted using final TOL and non-TOL gene lists.

	**Cell lineage**	**Size**	**ES**	**NES**	**P value**	**FDR**
**Final TOL gene list**						
	CD56	5	0.84	2.26	< 0.0001	< 0.0001
**Final non-TOL gene list**						
	CD66	9	0.71	2.3	< 0.0001	< 0.0001
	CD56	13	−0.59	−2.3	< 0.0001	0.001

*TOL—tolerant; non-TOL—not tolerant; ES—enrichment score; NES—normalized enrichment score; p value—significance level; FDR—false discovery rate.

**Table 7:** Cell lineage enrichment analysis conducted using Initial 2 group SAM comparison (TOL vs. non-TOL).

**Cell lineage**	**Size**	**ES**	**NES**	**P value**	**FDR**
CD14	41	−0.47	−3.24	< 0.0001	< 0.0001
CD56	21	0.71	3.76	< 0.0001	< 0.0001
CD66	47	−0.45	−3.24	< 0.0001	< 0.0001

*Data are presented for cell-lineage specific gene sets for which significant enrichment was demonstrated. 

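As sets, genes specific for CD14+ monocytes were lower in TOL than in non-TOL, and genes specific for CD56+ NK cells were higher. Genes specific for CD66+ granulocytes were lower by the main test, and not with an estimated correlation (adjusted p = 0.206) or by fry (0.101). Over all measured genes, the CD14 set (161 genes) had a median log2 fold change of -0.48, with 2 genes called lower (AP1S2 and FPR3), 0 higher and 53 lower when adjusted over the set alone. The CD56 set (55 genes) had a median of 0.44, with 6 called higher, among them TSPOAP1 and S1PR5, and 23 when adjusted over the set alone. The CD66 set (600 genes) had a median of -0.16, with 2 genes called lower and 31 when adjusted over the set alone. By camera the adjusted p over the 8 sets was 7.42e-39 for CD14, 1.42e-18 for CD56 and 9.54e-13 for CD66. With an estimated correlation it was 0.0725 for CD14 and CD56. Among 100 splits of the arrays into groups of these sizes, with the real one, a set p as small arose in 1 for CD14, 5 for CD56 and 13 for CD66. For CD14 the smallest unadjusted camera p of the other splits was 1.04e-38, so that the size of these p values overstates the evidence. With arrays of a high 3' to 5' difference left out, which leaves 2 TOL and 5 non-TOL arrays, the CD56 set was not called (adjusted p = 0.105). The preranked test on the 102 genes called by limma gave normalized enrichment scores of -1.85 for CD14 (5 genes, adjusted p = 0.0739), 1.15 for CD56 (7 genes, adjusted p = 0.433) and -1.75 for CD66 (6 genes, adjusted p = 0.134). On the 656 genes called by the SAM statistic these scores were -2.78, 3.903 and -2.40.

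**Figure D2:**
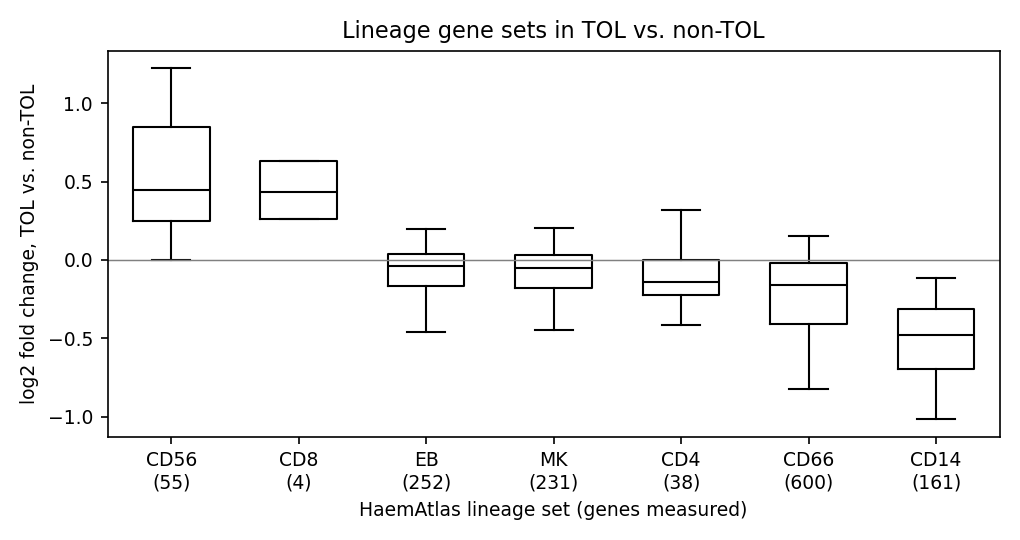
Log2 fold change in TOL vs. non-TOL of the genes of 7 HaemAtlas lineage sets, with the line at the median, the box from the lower to the upper quartile and whiskers from the 5th to the 95th percentile of genes (no whiskers for CD8). The number of genes is in brackets, and the medians of CD56 (0.44) and CD14 (-0.48) lie on opposite sides of 0.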

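The CD8 set holds 4 measured genes, of which CD8A was called higher in TOL. Their median log2 fold change was 0.43 (camera adjusted p = 0.00311, and 0.0725 with an estimated correlation). The CD4 set (38 genes) had a median of -0.14, with 0 genes called (camera adjusted p = 0.0111, and 0.55 with an estimated correlation).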

Data for CD4, CD8, and CD19 not presented (p = NS).

*TOL—tolerant; non-TOL—not tolerant; ES—enrichment score; NES—normalized enrichment score; p value—significance level; FDR—false discovery rate.

### Replication in an independent patient set

Comprehensive search for comparable independent patient sets was performed using GEO Datasets. We identified one comparable study (Agilent microarray, 35 cGVHD and 28 non-GVHD samples).[20] While important differences limited this comparison (patient characteristics, time post-HCT, institution, time period, microarray platform), we attempted to replicate our findings in this comparable data set. We applied SAM analysis (1.5 fold change in gene expression, FDR of 5%) to this data set, and identified 36 probe sets that overlapped between this and our primary data set. These differentially expressed genes were mapped to annotated pathways using GeneGo by MetaCore (S5 File).

## Discussion

Current management of IS after HCT is empiric and complicated by risk of GVHD and its associated morbidity and mortality. Biologic markers of immune tolerance after HCT may provide mechanistic insight into transplantation tolerance and guide IS treatment after HCT. We studied differential gene expression in the peripheral blood of TOL and non-TOL HCT recipients, and healthy controls. The principle finding from our analysis is that differential gene expression in PBMC can provide insight into transplantation tolerance biology, and can be utilized to develop a genomic classifier with a high degree of accuracy to distinguish TOL from non-TOL patients after HCT.

Differentially expressed genes in the TOL group were enriched for immune response pathways and recapitulated experimental mechanisms of immune tolerance: Expression of leukocyte immunoglobulin-like receptors (LILRA5, LILRA2) was decreased in the TOL group; these LILR are activating and associated with release of pro-inflammatory cytokines.[21] 

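Both LILRA5 and LILRA2 had lower means in TOL, and neither passed the test against non-TOL. LILRA5 had a mean log2 value of 9.43 ± 0.83 (SD, n = 15) in TOL, 10.25 ± 0.94 (SD, n = 17) in non-TOL and 10.52 ± 0.33 (SD, n = 10) in controls. This is a log2 fold change of -0.82 against non-TOL (SE 0.30, limma adjusted p = 0.241) and -1.09 against controls (SE 0.26, limma adjusted p = 0.00242). LILRA2 had a log2 fold change of -0.85 against non-TOL (SE 0.28, limma adjusted p = 0.198) and -0.59 against controls (SE 0.25, limma adjusted p = 0.0766). Of 8 measured LILR genes, 0 were called against non-TOL and 4 were lower when adjusted over the list alone, with a median of -0.62 (camera adjusted p = 1.97e-06, and 0.167 with an estimated correlation).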

The Ig receptor superfamily member FCRL3 was over-expressed in the TOL group; this molecule is involved in immune regulation, negatively regulates B cell receptor signaling,[22] and may distinguish a distinct subset of Treg.[23] 

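FCRL3 had a mean log2 value of 8.23 ± 0.60 (SD, n = 15) in TOL, 7.63 ± 0.70 (SD, n = 17) in non-TOL and 7.13 ± 0.32 (SD, n = 10) in controls. The log2 fold change was called against controls, at 1.10 (SE 0.20, limma adjusted p = 0.000129). Against non-TOL it was 0.60 (SE 0.22, limma adjusted p = 0.25). Of 11 regulatory T cell genes, 0 were called in TOL against non-TOL, and 1 was higher when adjusted over the list alone. Among them IKZF2 had a log2 fold change of 0.73 (SE 0.22, limma adjusted p = 0.154).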

Major components of the toll-like receptor signaling cascade (TLR4, TLR8, PELI2, IRAK3) were under-expressed as well; TLR/MyD88 signaling plays a key role in experimental models of transplantation tolerance,[24,25] and TLR4 inactivation protects against GVHD.[26] 

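TLR4 and TLR8 were each called lower in TOL against both other groups by 1 of their probe sets, and PELI2 and IRAK3 were called lower against controls alone. The called probe set of TLR4 had a mean log2 value of 6.80 ± 0.79 (SD, n = 15) in TOL, 8.11 ± 1.16 (SD, n = 17) in non-TOL and 7.96 ± 0.64 (SD, n = 10) in controls. For it the log2 fold change was -1.31 against non-TOL (SE 0.34, limma adjusted p = 0.0873) and -1.16 against controls (SE 0.28, limma adjusted p = 0.00261). The called probe set of TLR8 had -1.14 against non-TOL (SE 0.30, limma adjusted p = 0.092) and -0.96 against controls (SE 0.25, limma adjusted p = 0.00525). By the probe sets of the supplement neither was called against non-TOL. There TLR4 had -1.11 against non-TOL (SE 0.40, limma adjusted p = 0.229) and -0.75 against controls (SE 0.37, limma adjusted p = 0.129), and TLR8 had -1.12 (SE 0.41, limma adjusted p = 0.242) and -1.05 (SE 0.35, limma adjusted p = 0.0227). PELI2 had -0.65 against non-TOL (SE 0.18, limma adjusted p = 0.111) and -0.89 against controls (SE 0.17, limma adjusted p = 0.000332). IRAK3 had -0.86 against non-TOL (SE 0.31, limma adjusted p = 0.229) and -0.88 against controls (SE 0.29, limma adjusted p = 0.0222). Of 21 genes of TLR and MyD88 signaling, taken by the brightest probe set, 0 were called against non-TOL and 10 were lower when adjusted over the list alone, with a median of -0.49 (camera adjusted p = 3.33e-06, and 0.189 with an estimated correlation).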

Several important cell signaling molecules were over-expressed: TOX is known to be involved in CD4 T cell lineage development, and important for Treg and CD1d-dependent NKT cells.[27] 

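The probe set of TOX named in the paper's supplement was called higher in TOL against both other groups. Its mean log2 value was 7.16 ± 0.41 (SD, n = 15) in TOL, 6.37 ± 0.52 (SD, n = 17) in non-TOL and 6.30 ± 0.19 (SD, n = 10) in controls. The log2 fold change was 0.80 against non-TOL (SE 0.16, limma adjusted p = 0.0231) and 0.86 against controls (SE 0.13, limma adjusted p = 2.19e-05). For a brighter probe set of TOX neither comparison was called, with log2 fold changes of 0.72 (SE 0.22, limma adjusted p = 0.149) and 0.11 (SE 0.19, limma adjusted p = 0.694).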

LAG3, a major negative regulator of CD4 and CD8 T cell activation and important for Treg homeostasis, function, and inhibition of DC activation, was over-expressed.[28–30] Conversely, SOCS2 (involved in DC maturation),[31] and beta arrestin 1 (involved in T cell activation, enhances transcription of IFN-γ and IL-17; increased in primary biliary cirrhosis patients)[32,33] were decreased. 

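LAG3 was likewise called higher in TOL against non-TOL and controls. It had a mean log2 value of 7.91 ± 0.64 (SD, n = 15) in TOL, 6.91 ± 0.61 (SD, n = 17) in non-TOL and 7.03 ± 0.30 (SD, n = 10) in controls, which are log2 fold changes of 1.00 against non-TOL (SE 0.21, limma adjusted p = 0.0281) and 0.88 against controls (SE 0.20, limma adjusted p = 0.00175).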

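ARRB1 was called lower in TOL against both groups, and SOCS2 against controls. ARRB1 had a log2 fold change of -0.80 against non-TOL (SE 0.17, limma adjusted p = 0.0323) and -0.86 against controls (SE 0.16, limma adjusted p = 0.000245). Of the 7 probe sets of ARRB1, this 1 alone was called against non-TOL, and all 7 had lower means in TOL. SOCS2 had a mean log2 value of 5.50 ± 0.72 (SD, n = 15) in TOL, 6.35 ± 0.76 (SD, n = 17) in non-TOL and 6.92 ± 0.49 (SD, n = 10) in controls. Its log2 fold change was -1.42 against controls (SE 0.25, limma adjusted p = 8.32e-05) and -0.85 against non-TOL (SE 0.25, limma adjusted p = 0.142).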

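IL13RA1 was lower in TOL than in controls, while TNFSF13B, which encodes BAFF, did not differ between TOL and controls by the test. IL13RA1 had a log2 fold change of -0.88 against controls (SE 0.24, limma adjusted p = 0.00649) and -0.72 against non-TOL (SE 0.24, limma adjusted p = 0.198). TNFSF13B had a mean log2 value of 11.32 ± 0.70 (SD, n = 15) in TOL, 12.03 ± 0.63 (SD, n = 17) in non-TOL and 11.42 ± 0.33 (SD, n = 10) in controls. Its log2 fold change was -0.71 against non-TOL (SE 0.22, limma adjusted p = 0.172) and -0.10 against controls (SE 0.22, limma adjusted p = 0.772). Of 5 genes of the BAFF and APRIL axis, 0 were called between TOL and non-TOL and 2 were lower when adjusted over the list alone (camera adjusted p = 0.191).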

Among cytokines and their receptors, TOL patients had decreased expression of IL-13RA (IL-13 induces B cell proliferation and differentiation, and is expressed on Th17 cells), as well as BAFF and APRIL (major B cell activating TNF ligand family members implicated in human chronic GVHD).[34–36] Conversely, TGFBR3 (TGF-β co-receptor relevant to TGF-β receptor complex stability and signaling),[37] expression was increased. This finding is in keeping with the established relevance of TGF-β in immune tolerance, and previous seminal work demonstrating the importance of TGF-β pathway mediators in human GVHD.[38] 

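TGFBR3 was called higher in TOL than in non-TOL by both of its probe sets. The brighter had a mean log2 value of 10.90 ± 0.50 (SD, n = 15) in TOL, 9.73 ± 0.76 (SD, n = 17) in non-TOL and 10.74 ± 0.44 (SD, n = 10) in controls. For it the log2 fold change was 1.17 against non-TOL (SE 0.22, limma adjusted p = 0.0118) and 0.16 against controls (SE 0.18, limma adjusted p = 0.55). The other probe set had 1.34 against non-TOL (SE 0.22, limma adjusted p = 0.0113) and 0.98 against controls (SE 0.19, limma adjusted p = 0.000338).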

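IFNG had a mean log2 value of 6.95 ± 1.01 (SD, n = 15) in TOL, 6.16 ± 0.75 (SD, n = 17) in non-TOL and 6.16 ± 0.30 (SD, n = 10) in controls. The log2 fold change was 0.79 against non-TOL (SE 0.30, limma adjusted p = 0.26) and 0.79 against controls (SE 0.31, limma adjusted p = 0.0543), so that it was called against controls alone.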

As well, IFN-γ was increased in TOL patients. This has been demonstrated to have both pro-inflammatory and immuno-regulatory actions,[39] importance in migration of Treg and conventional T cells to GVHD target organs,[40] and to mediate immune-regulatory function in FoxP3+ Tregs in experimental GVHD.[41] In keeping with published data in solid organ transplantation tolerance, TOL patients had decreased expression of anti-apoptotic (DAPK1, SOD2, PPT1, SOCS2, VNN1, SMAD1, GSN), and increased expression of pro-apoptotic (GZMH, PLEKHF1) mediators, as well as involvement of cell cycle control genes.

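Among the anti-apoptotic genes named, GSN was called lower in TOL against both groups, and among the pro-apoptotic genes PLEKHF1 was called higher against both. GSN had a log2 fold change of -0.69 against non-TOL (SE 0.18, limma adjusted p = 0.0831). Of the 7 probe sets of GSN, this 1 alone was called against non-TOL, and 2 changed in the opposite direction. PLEKHF1 had 0.64 against non-TOL (SE 0.15, limma adjusted p = 0.0607) and 0.76 against controls (SE 0.15, limma adjusted p = 0.000396). VNN1 had a mean log2 value of 7.27 ± 1.13 (SD, n = 15) in TOL and 8.61 ± 1.28 (SD, n = 17) in non-TOL, a log2 fold change of -1.34 (SE 0.41, limma adjusted p = 0.156). Within the 15 pairs VNN1 was called lower, with a mean log2 difference of -1.42 (limma adjusted p = 0.0455), although it was higher in TOL in 4 of the 15. DAPK1 had -0.60 (SE 0.23, limma adjusted p = 0.256), PPT1 -0.61 (SE 0.20, limma adjusted p = 0.194) and SMAD1 -0.92 (SE 0.30, limma adjusted p = 0.188) against non-TOL. GZMH had 1.43 against non-TOL (SE 0.43, limma adjusted p = 0.146) and 1.36 against controls (SE 0.31, limma adjusted p = 0.00161).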

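CD160 and GNLY were called lower in non-TOL against both TOL and controls. CD160 had a mean log2 value of 7.76 ± 1.32 (SD, n = 17) in non-TOL, 9.22 ± 0.91 (SD, n = 15) in TOL and 9.02 ± 0.32 (SD, n = 10) in controls. Its log2 fold change in TOL against non-TOL was 1.45 (SE 0.39, limma adjusted p = 0.0987) and in non-TOL against controls -1.26 (SE 0.40, limma adjusted p = 0.0179). GNLY had 1.18 (SE 0.31, limma adjusted p = 0.0904) and -0.84 (SE 0.37, limma adjusted p = 0.0843) in these comparisons. KLRK1, KLRC2 and KLRC3 were called lower in non-TOL against controls, with log2 fold changes of -0.995 (SE 0.26, limma adjusted p = 0.00412), -1.12 (SE 0.40, limma adjusted p = 0.0343) and -0.81 (SE 0.36, limma adjusted p = 0.0856). KLRD1 had -0.79 (SE 0.38, limma adjusted p = 0.113) and GZMK -0.59 (SE 0.30, limma adjusted p = 0.136) in that comparison. The probe set of KLRC4 was higher in non-TOL than in controls, at 0.76 (SE 0.31, limma adjusted p = 0.0622), and higher still in TOL, at 1.76 (SE 0.28, limma adjusted p = 2.44e-05). It was not found by name in the supplement and may not be the one of the figure. Between TOL and non-TOL, KLRK1, KLRC2, KLRC3, KLRC4 and KLRD1 were not called by these probe sets.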

Differentially expressed genes in the non-TOL group were strongly associated with NK cell cytotoxicity, antigen presentation, lymphocyte proliferation, and cell cycle and apoptosis cellular process networks: Multiple NK cell/lectin receptors (By55/CD160, KLRK1, KLRD1, KLRC4, KLRC3, KLRC2) and cytolytic effectors (granulysin, and granzymes A, B, and K) were under-expressed in the non-TOL group with respect to both TOL and control subjects.[42] Tolerogenic activity of NK cells has been related to killing of activated T cells, production of IL-10, competition with CD8+ T effectors for IL-15, and killing of antigen-presenting DC.[1] While we did not detect decrease in absolute NK cell numbers, these gene expression findings are in keeping with a cohesive finding of NK deficiency in human chronic GVHD,[43,44] as well as the primacy of NK-associated gene expression changes (including specifically CD160 and NKG7) in distinguishing tolerant vs. non-tolerant liver transplant recipients in *Martinez-Llordella, et al.[5]* There was over-expression of TLR/MyD88 signaling (DUSP6, TLR1), complement receptors (VSIG4, CR1, CD93), and Fc receptors (FCGR1B, FCER1G), again highlighting the important role of the innate immune system. Among signaling mediators, GAPT (GRB2-binding adaptor protein associated with B cell activation),[45] and MNDA (myeloid cell nuclear differentiation antigen expressed in cells of the granulocyte-monocyte lineage and involved in response to interferon) were increased; interferon-inducible Ifi200-family genes (including MNDA) have been associated with autoimmune disorders, including systemic lupus erythematosis.[46,47] In contrast to TOL, the non-TOL patients had increased BAFF, and decreased TGFBR3. 

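GAPT and MNDA were called higher in non-TOL against controls and did not pass the test against TOL. GAPT had a mean log2 value of 10.03 ± 0.63 (SD, n = 17) in non-TOL, 9.11 ± 1.37 (SD, n = 15) in TOL and 9.06 ± 0.60 (SD, n = 10) in controls. Its log2 fold change in non-TOL against controls was 0.97 (SE 0.23, limma adjusted p = 0.00213), and in TOL against non-TOL -0.92 (SE 0.35, limma adjusted p = 0.269). MNDA had 0.74 (SE 0.26, limma adjusted p = 0.0297) and -0.98 (SE 0.34, limma adjusted p = 0.215) in these comparisons.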

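In non-TOL against controls, TNFSF13B was called higher, with a log2 fold change of 0.61 (SE 0.20, limma adjusted p = 0.0237). The brighter probe set of TGFBR3 was called lower, at -1.02 (SE 0.25, limma adjusted p = 0.00254), and its other probe set was not called, at -0.36 (SE 0.25, limma adjusted p = 0.282).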

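CARD16 was called higher in non-TOL than in controls, and DLG5, GZMB and GZMA were called lower. SOD2 did not differ from controls by the test. CARD16 had a log2 fold change of 0.59 (SE 0.16, limma adjusted p = 0.00536) and SOD2 of 0.03 (SE 0.21, limma adjusted p = 0.944). DLG5 had -1.08 (SE 0.27, limma adjusted p = 0.00325), GZMB -0.99 (SE 0.41, limma adjusted p = 0.0691) and GZMA -0.67 (SE 0.31, limma adjusted p = 0.0981). Between TOL and non-TOL none of these genes was called, with DLG5 nearest at a log2 fold change of 0.94 (SE 0.25, limma adjusted p = 0.103).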

In keeping with findings after solid organ transplantation, non-TOL patients had increased expression of anti-apoptotic (SOD2, CARD16) and decreased expression of pro-apoptotic (GZMB, GZMA, DLG5) mediators, and involvement of molecules relevant to cell cycle control.

Our analysis is strengthened by the following: First, TOL and non-TOL patients were precisely matched to mitigate confounding by other clinical characteristics. As well, we invoked healthy controls, and filtered out non-informative genes to account for confounding due to the absence or presence of immune suppressive agents. In addition, all post-HCT patient and control subject samples were freshly obtained, and processed identically in a single center to minimize technical artifacts. 

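Control probe sets on the arrays differed between the groups. The log2 difference between the 3' and 5' probe sets of ACTB and GAPDH was 0.80 ± 0.26 (SD, n = 10) in controls. It was higher in TOL than in non-TOL by 0.51 (2-sided permutation test, p = 0.00642, adjusted p = 0.0197 over 36 tests of array measures) and higher in TOL than in controls by 1.02 (permutation p = 1e-05, the smallest that 100000 relabellings can give, adjusted p = 7.2e-05). Bacterial hybridization spike-ins were higher than in controls by 1.20 in TOL and by 1.00 in non-TOL on the log2 scale (permutation p = 1e-05 each). The lowest patient array lay 0.118 above the highest control array. Between TOL and non-TOL these spike-ins differed by 0.20 (permutation p = 0.202, adjusted p = 0.27). The bacterial poly(A) spike-ins overlapped between patients and controls. They were higher than in controls by 0.95 in TOL (permutation test, adjusted p = 0.00824) and by 0.51 in non-TOL (adjusted p = 0.0935). The labels name no batch or date of hybridization.

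**Figure D3:**
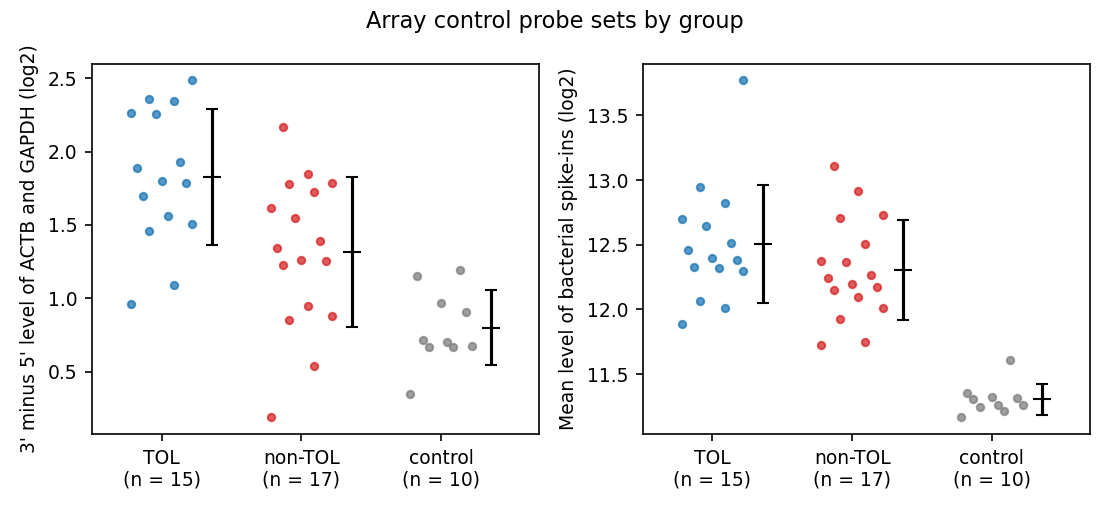
Array control probe sets by group, as the log2 difference between 3' and 5' probe sets of ACTB and GAPDH (left) and the mean log2 level of bacterial hybridization spike-ins (right). Points are arrays, and the bar beside them is the mean and SD of the group, with a mean 3' to 5' difference of 1.83 in TOL, 1.32 in non-TOL and 0.80 in controls.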

Finally, we also considered the impact of sample cellular composition, however we did not detect significant differences in immune subsets across TOL and non-TOL groups. 

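Mean expression of lineage-specific genes differed between TOL and non-TOL arrays for several cell types. The mean log2 value over the CD14 genes was 8.72 ± 0.47 (SD, n = 15) in TOL and 9.23 ± 0.49 (SD, n = 17) in non-TOL (2-sided permutation p = 0.00579, adjusted p = 0.0197). For the CD56 genes it was 8.47 ± 0.39 (SD) and 7.94 ± 0.62 (SD) (permutation p = 0.00858, adjusted p = 0.0221), and for the CD8 genes 8.52 ± 0.37 (SD) and 8.06 ± 0.38 (SD) (permutation p = 0.00133, adjusted p = 0.00648). With the scores of 5 lineage sets as covariates, limma called 0 probe sets higher and 2 lower in TOL. Over the 137 called probe sets the median absolute log2 fold change was 0.45 with the scores, with a median SE of 0.21.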

Our cell lineage-specific gene enrichment analyses, however, provide hypotheses for subsequent investigation.

We note the following limitations: First, candidates identified in this single sample cross-sectional study require further validation in a larger independent cohort; such validation was attempted using a previously reported independent cohort,[20] but was unsuccessful. As well, despite rigorous efforts to account for confounding effects, it is not known whether the developed classifier in this current approach will perform comparably in a prospective study in which samples are drawn prior to IS discontinuation and subsequent clinical phenotype is observed. Multiple time-point prospective trials may also be able to detect dynamic changes over time associated with development of immune tolerance. Second, there are several considerations in the clinical samples obtained: While tolerance associated changes in gene expression in PBMC may not reflect those changes occurring in other compartments, it represents a clinically feasible approach. Similarly, study of flow-sorted individual immune cell populations is of interest, but limited by its time- and resource-intense demands. Next, our study was limited to transcriptional analysis by microarray. Additional insight may be gained with RNA sequencing, proteomics, and other technologies. Next, we acknowledge that the patient, disease, and transplantation characteristics of our study sample are not representative of the overall diversity of these factors among the overall HCT population; for example, there is limited representation here of alternative donors (mismatched unrelated, umbilical cord blood, or haploidentical). These and other limitations speak to the need for larger studies representative of this diversity. Finally, while comparison of post-HCT tolerance-associated gene expression to that reported after solid organ transplantation is of interest, there are several differences (e.g. type of non-tolerant comparator group, timing of sample acquisition post-transplant, additional clinical confounding variables, variation in platform and analytic methods utilized) that limit this comparison. Thus, synthesis of immune tolerance associated gene expression changes across these studies based on current evidence is limited.

In summary, we conclude that differential gene expression from peripheral blood samples can be utilized to accurately classify TOL and non-TOL patients post-HCT. If validated, the clinical application of this technology could facilitate personalized discontinuation of IS after HCT.

## Supporting Information

S1 File Individual genes represented in top enriched pathways for TOL vs. non-TOL comparison.

S2 File Complete results of leave-10%-out cross-validation method, including individual gene lists and accuracy.

S3 File Complete results of leave-10%-out cross-validation method, including individual gene lists and accuracy.

S4 File Detail on cell lineage-specific gene expression identified through GSEA analysis.

S5 File Top-ranked enriched pathways and associated individual differentially expressed genes identified in external replication cohort analysis.

S6 File Genes from secondary paired analysis that were shared with differentially expressed genes from the primary SAM two-group analysis.

## References

[1] BluestoneJA (2011) Mechanisms of tolerance. Immunol Rev 241: 5–19. 10.1111/j.1600-065X.2011.01019.x 21488886

[2] BrouardS, MansfieldE, BraudC, LiL, GiralM, et al (2007) Identification of a peripheral blood transcriptional biomarker panel associated with operational renal allograft tolerance. Proc Natl Acad Sci U S A 104: 15448–15453. 1787306410.1073/pnas.0705834104PMC2000539

[3] BraudC, BaetenD, GiralM, PallierA, Ashton-ChessJ, et al (2008) Immunosuppressive drug-free operational immune tolerance in human kidney transplant recipients: Part I. Blood gene expression statistical analysis. J Cell Biochem 103: 1681–1692. 1791002910.1002/jcb.21574

[4] KawasakiM, IwasakiM, KoshibaT, FujinoM, HaraY, et al (2007) Gene expression profile analysis of the peripheral blood mononuclear cells from tolerant living-donor liver transplant recipients. Int Surg 92: 276–286. 18399100

[5] Martinez-LlordellaM, LozanoJJ, Puig-PeyI, OrlandoG, TisoneG, et al (2008) Using transcriptional profiling to develop a diagnostic test of operational tolerance in liver transplant recipients. J Clin Invest 118: 2845–2857. 10.1172/JCI35342 18654667PMC2483684

[6] StewartBL, StorerB, StorekJ, DeegHJ, StorbR, et al (2004) Duration of immunosuppressive treatment for chronic graft-versus-host disease. Blood 104: 3501–3506. 1529206010.1182/blood-2004-01-0200

[7] PidalaJ, LeeSJ, QuinnG, JimH, KimJ, et al Variation in management of immune suppression after allogeneic hematopoietic cell transplantation. Biol Blood Marrow Transplant 17: 1528–1536. 10.1016/j.bbmt.2011.03.006 21440079PMC4497817

[8] FilipovichAH, WeisdorfD, PavleticS, SocieG, WingardJR, et al (2005) National Institutes of Health consensus development project on criteria for clinical trials in chronic graft-versus-host disease: I. Diagnosis and staging working group report. Biol Blood Marrow Transplant 11: 945–956. 1633861610.1016/j.bbmt.2005.09.004

[9] PrzepiorkaD, WeisdorfD, MartinP, KlingemannHG, BeattyP, et al (1995) 1994 Consensus Conference on Acute GVHD Grading. Bone Marrow Transplant 15: 825–828. 7581076

[10] Van GelderRN, von ZastrowME, YoolA, DementWC, BarchasJD, et al (1990) Amplified RNA synthesized from limited quantities of heterogeneous cDNA. Proc Natl Acad Sci U S A 87: 1663–1667. 168984610.1073/pnas.87.5.1663PMC53542

[11] DobbinKK, BeerDG, MeyersonM, YeatmanTJ, GeraldWL, et al (2005) Interlaboratory comparability study of cancer gene expression analysis using oligonucleotide microarrays. Clin Cancer Res 11: 565–572. 15701842

[12] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264. 1292552010.1093/biostatistics/4.2.249

[13] IrizarryRA, BolstadBM, CollinF, CopeLM, HobbsB, et al (2003) Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res 31: e15 1258226010.1093/nar/gng015PMC150247

[14] BolstadBM, IrizarryRA, AstrandM, SpeedTP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185–193. 1253823810.1093/bioinformatics/19.2.185

[15] TibshiraniR (2006) A simple method for assessing sample sizes in microarray experiments. BMC Bioinformatics 7: 106 1651290010.1186/1471-2105-7-106PMC1450307

[16] TusherVG, TibshiraniR, ChuG (2001) Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci U S A 98: 5116–5121. 1130949910.1073/pnas.091062498PMC33173

[17] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, et al (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 102: 15545–15550. 1619951710.1073/pnas.0506580102PMC1239896

[18] WatkinsNA, GusnantoA, de BonoB, De S, Miranda-SaavedraD, et al (2009) A HaemAtlas: characterizing gene expression in differentiated human blood cells. Blood 113: e1–9. 10.1182/blood-2008-06-162958 19228925PMC2680378

[19] GeissGK, BumgarnerRE, BirdittB, DahlT, DowidarN, et al (2008) Direct multiplexed measurement of gene expression with color-coded probe pairs. Nat Biotechnol 26: 317–325. 10.1038/nbt1385 18278033

[20] KohrtHE, TianL, LiL, AlizadehAA, HsiehS, et al (2013) Identification of gene microarray expression profiles in patients with chronic graft-versus-host disease following allogeneic hematopoietic cell transplantation. Clin Immunol 148: 124–135. 10.1016/j.clim.2013.04.013 23685278PMC8166221

[21] BrownD, TrowsdaleJ, AllenR (2004) The LILR family: modulators of innate and adaptive immune pathways in health and disease. Tissue Antigens 64: 215–225. 1530400110.1111/j.0001-2815.2004.00290.x

[22] KochiY, MyouzenK, YamadaR, SuzukiA, KurosakiT, et al (2009) FCRL3, an autoimmune susceptibility gene, has inhibitory potential on B-cell receptor-mediated signaling. J Immunol 183: 5502–5510. 10.4049/jimmunol.0901982 19843936

[23] NagataS, IseT, PastanI (2009) Fc receptor-like 3 protein expressed on IL-2 nonresponsive subset of human regulatory T cells. J Immunol 182: 7518–7526. 10.4049/jimmunol.0802230 19494275PMC2745186

[24] GoldsteinDR, TesarBM, AkiraS, LakkisFG (2003) Critical role of the Toll-like receptor signal adaptor protein MyD88 in acute allograft rejection. J Clin Invest 111: 1571–1578. 1275040710.1172/JCI17573PMC155048

[25] PorrettPM, YuanX, LaRosaDF, WalshPT, YangJ, et al (2008) Mechanisms underlying blockade of allograft acceptance by TLR ligands. J Immunol 181: 1692–1699. 1864130510.4049/jimmunol.181.3.1692PMC2840047

[26] ZhaoY, LiuQ, YangL, HeD, WangL, et al (2013) TLR4 inactivation protects from graft-versus-host disease after allogeneic hematopoietic stem cell transplantation. Cell Mol Immunol 10: 165–175. 10.1038/cmi.2012.58 23262974PMC4003043

[27] AliahmadP, KayeJ (2008) Development of all CD4 T lineages requires nuclear factor TOX. J Exp Med 205: 245–256. 10.1084/jem.20071944 18195075PMC2234360

[28] WorkmanCJ, VignaliDA (2005) Negative regulation of T cell homeostasis by lymphocyte activation gene-3 (CD223). J Immunol 174: 688–695. 1563488710.4049/jimmunol.174.2.688

[29] OkamuraT, FujioK, ShibuyaM, SumitomoS, ShodaH, et al (2009) CD4+CD25-LAG3+ regulatory T cells controlled by the transcription factor Egr-2. Proc Natl Acad Sci U S A 106: 13974–13979. 10.1073/pnas.0906872106 19666526PMC2729005

[30] BettiniM, Szymczak-WorkmanAL, ForbesK, CastellawAH, SelbyM, et al (2011) Cutting edge: accelerated autoimmune diabetes in the absence of LAG-3. J Immunol 187: 3493–3498. 10.4049/jimmunol.1100714 21873518PMC3178660

[31] JacksonSH, YuCR, MahdiRM, EbongS, EgwuaguCE (2004) Dendritic cell maturation requires STAT1 and is under feedback regulation by suppressors of cytokine signaling. J Immunol 172: 2307–2315. 1476469910.4049/jimmunol.172.4.2307

[32] ShiY, FengY, KangJ, LiuC, LiZ, et al (2007) Critical regulation of CD4+ T cell survival and autoimmunity by beta-arrestin 1. Nat Immunol 8: 817–824. 1761828710.1038/ni1489

[33] HuZ, HuangY, LiuY, SunY, ZhouY, et al (2011) beta-Arrestin 1 modulates functions of autoimmune T cells from primary biliary cirrhosis patients. J Clin Immunol 31: 346–355. 10.1007/s10875-010-9492-4 21243522

[34] LesleyR, XuY, KalledSL, HessDM, SchwabSR, et al (2004) Reduced competitiveness of autoantigen-engaged B cells due to increased dependence on BAFF. Immunity 20: 441–453. 1508427310.1016/s1074-7613(04)00079-2

[35] SarantopoulosS, StevensonKE, KimHT, BhuiyaNS, CutlerCS, et al (2007) High levels of B-cell activating factor in patients with active chronic graft-versus-host disease. Clin Cancer Res 13: 6107–6114. 1794747510.1158/1078-0432.CCR-07-1290PMC2941091

[36] SarantopoulosS, StevensonKE, KimHT, CutlerCS, BhuiyaNS, et al (2009) Altered B-cell homeostasis and excess BAFF in human chronic graft-versus-host disease. Blood 113: 3865–3874. 10.1182/blood-2008-09-177840 19168788PMC2670799

[37] McLeanS, Di GuglielmoGM (2010) TGF beta (transforming growth factor beta) receptor type III directs clathrin-mediated endocytosis of TGF beta receptor types I and II. Biochem J 429: 137–145. 10.1042/BJ20091598 20406198

[38] BaronC, SomogyiR, GrellerLD, RineauV, WilkinsonP, et al (2007) Prediction of graft-versus-host disease in humans by donor gene-expression profiling. PLoS Med 4: e23 1737869810.1371/journal.pmed.0040023PMC1796639

[39] LuY, WallerEK (2009) Dichotomous role of interferon-gamma in allogeneic bone marrow transplant. Biol Blood Marrow Transplant 15: 1347–1353. 10.1016/j.bbmt.2009.07.015 19822293PMC2782586

[40] ChoiJ, ZigaED, RitcheyJ, CollinsL, PriorJL, et al (2012) IFNgammaR signaling mediates alloreactive T-cell trafficking and GVHD. Blood 120: 4093–4103. 10.1182/blood-2012-01-403196 22972985PMC3496960

[41] KoeneckeC, LeeCW, ThammK, FohseL, SchafferusM, et al (2012) IFN-gamma production by allogeneic Foxp3+ regulatory T cells is essential for preventing experimental graft-versus-host disease. J Immunol 189: 2890–2896. 10.4049/jimmunol.1200413 22869903

[42] BrycesonYT, ChiangSC, DarmaninS, FauriatC, SchlumsH, et al (2011) Molecular mechanisms of natural killer cell activation. J Innate Immun 3: 216–226. 10.1159/000325265 21454962

[43] AbrahamsenIW, SommeS, HeldalD, EgelandT, KvaleD, et al (2005) Immune reconstitution after allogeneic stem cell transplantation: the impact of stem cell source and graft-versus-host disease. Haematologica 90: 86–93. 15642674

[44] SkertC, DamianiD, MicheluttiA, PatriarcaF, ArpinatiM, et al (2009) Kinetics of Th1/Th2 cytokines and lymphocyte subsets to predict chronic GVHD after allo-SCT: results of a prospective study. Bone Marrow Transplant 44: 729–737. 10.1038/bmt.2009.80 19398965

[45] LiuY, ZhangW (2008) Identification of a new transmembrane adaptor protein that constitutively binds Grb2 in B cells. J Leukoc Biol 84: 842–851. 10.1189/jlb.0208087 18559951PMC2516900

[46] ChoubeyD (2012) Interferon-inducible Ifi200-family genes as modifiers of lupus susceptibility. Immunol Lett 147: 10–17. 10.1016/j.imlet.2012.07.003 22841963PMC3425670

[47] PetersonKS, HuangJF, ZhuJ, D'AgatiV, LiuX, et al (2004) Characterization of heterogeneity in the molecular pathogenesis of lupus nephritis from transcriptional profiles of laser-captured glomeruli. J Clin Invest 113: 1722–1733. 1519940710.1172/JCI19139PMC420500

# Supplementary material for: Tolerance Associated Gene Expression following Allogeneic Hematopoietic Cell Transplantation
**Source:** PLoS One. 2015 Mar 16;10(3):e0117001. doi: 10.1371/journal.pone.0117001
**Supplement:** S3 File

**Classfier with 20 genes.**

Genes Used:

Confusion Matrix:

Accuracy

1 ( 4/ 4) 100.00% 100.00%

2 ( 4/ 4) 100.00% 100.00%

3 ( 2/ 3) 50.00% 66.67%

4 ( 3/ 3) 100.00% 100.00%

5 ( 3/ 3) 100.00% 100.00%

6 ( 3/ 3) 100.00% 100.00%

7 ( 2/ 3) 50.00% 66.67%

8 ( 2/ 3) 75.00% 66.67%

9 ( 3/ 3) 100.00% 100.00%

10 ( 3/ 3) 100.00% 100.00%

---------------------------------------------

Ave ( 2.9) 87.50% 90.00%

Confusion Matrix

(a) (b) <-- Classified As

------------------------------

14 1 (a) tolerant

2 15 (b) non-tolerant

CM Accuracy 90.62%

**Classfier with 30 genes.**

Genes Used:

Confusion Matrix:

Accuracy

1 ( 4/ 4) 100.00% 100.00%

2 ( 4/ 4) 100.00% 100.00%

3 ( 2/ 3) 50.00% 66.67%

4 ( 3/ 3) 100.00% 100.00%

5 ( 3/ 3) 100.00% 100.00%

6 ( 2/ 3) 50.00% 66.67%

7 ( 2/ 3) 50.00% 66.67%

8 ( 2/ 3) 75.00% 66.67%

9 ( 3/ 3) 100.00% 100.00%

10 ( 3/ 3) 100.00% 100.00%

---------------------------------------------

Ave ( 2.8) 82.50% 86.67%

Confusion Matrix

(a) (b) <-- Classified As

------------------------------

13 2 (a) tolerant

2 15 (b) non-tolerant

CM Accuracy 87.50%

**Classfier with 40 genes.**

Genes Used:

Confusion Matrix:

Accuracy

1 ( 4/ 4) 100.00% 100.00%

2 ( 4/ 4) 100.00% 100.00%

3 ( 2/ 3) 50.00% 66.67%

4 ( 3/ 3) 100.00% 100.00%

5 ( 3/ 3) 100.00% 100.00%

6 ( 2/ 3) 50.00% 66.67%

7 ( 2/ 3) 50.00% 66.67%

8 ( 2/ 3) 75.00% 66.67%

9 ( 3/ 3) 100.00% 100.00%

10 ( 3/ 3) 100.00% 100.00%

---------------------------------------------

Ave ( 2.8) 82.50% 86.67%

Confusion Matrix

(a) (b) <-- Classified As

------------------------------

13 2 (a) tolerant

2 15 (b) non-tolerant

CM Accuracy 87.50%

**Classfier with 50 genes.**

Genes Used:

Confusion Matrix:

Accuracy

1 ( 4/ 4) 100.00% 100.00%

2 ( 4/ 4) 100.00% 100.00%

3 ( 2/ 3) 50.00% 66.67%

4 ( 3/ 3) 100.00% 100.00%

5 ( 3/ 3) 100.00% 100.00%

6 ( 2/ 3) 50.00% 66.67%

7 ( 2/ 3) 50.00% 66.67%

8 ( 2/ 3) 75.00% 66.67%

9 ( 3/ 3) 100.00% 100.00%

10 ( 3/ 3) 100.00% 100.00%

---------------------------------------------

Ave ( 2.8) 82.50% 86.67%

Confusion Matrix

(a) (b) <-- Classified As

------------------------------

13 2 (a) tolerant

2 15 (b) non-tolerant

CM Accuracy 87.50%

**Classfier with 60 genes.**

Genes Used:

Confusion Matrix:

Accuracy

1 ( 4/ 4) 100.00% 100.00%

2 ( 4/ 4) 100.00% 100.00%

3 ( 2/ 3) 50.00% 66.67%

4 ( 3/ 3) 100.00% 100.00%

5 ( 3/ 3) 100.00% 100.00%

6 ( 2/ 3) 50.00% 66.67%

7 ( 3/ 3) 100.00% 100.00%

8 ( 2/ 3) 75.00% 66.67%

9 ( 3/ 3) 100.00% 100.00%

10 ( 3/ 3) 100.00% 100.00%

---------------------------------------------

Ave ( 2.9) 87.50% 90.00%

Confusion Matrix

(a) (b) <-- Classified As

------------------------------

14 1 (a) tolerant

2 15 (b) non-tolerant

CM Accuracy 90.62%

**Classfier with 70 genes.**

Genes Used:

Confusion Matrix:

Accuracy

1 ( 4/ 4) 100.00% 100.00%

2 ( 4/ 4) 100.00% 100.00%

3 ( 2/ 3) 50.00% 66.67%

4 ( 3/ 3) 100.00% 100.00%

5 ( 3/ 3) 100.00% 100.00%

6 ( 2/ 3) 50.00% 66.67%

7 ( 2/ 3) 50.00% 66.67%

8 ( 2/ 3) 75.00% 66.67%

9 ( 3/ 3) 100.00% 100.00%

10 ( 3/ 3) 100.00% 100.00%

---------------------------------------------

Ave ( 2.8) 82.50% 86.67%

Confusion Matrix

(a) (b) <-- Classified As

------------------------------

13 2 (a) tolerant

2 15 (b) non-tolerant

CM Accuracy 87.50%

**Classfier with 80 genes.**

Genes Used:

Confusion Matrix:

Accuracy

1 ( 4/ 4) 100.00% 100.00%

2 ( 4/ 4) 100.00% 100.00%

3 ( 2/ 3) 50.00% 66.67%

4 ( 3/ 3) 100.00% 100.00%

5 ( 3/ 3) 100.00% 100.00%

6 ( 2/ 3) 50.00% 66.67%

7 ( 2/ 3) 50.00% 66.67%

8 ( 2/ 3) 75.00% 66.67%

9 ( 3/ 3) 100.00% 100.00%

10 ( 3/ 3) 100.00% 100.00%

---------------------------------------------

Ave ( 2.8) 82.50% 86.67%

Confusion Matrix

(a) (b) <-- Classified As

------------------------------

13 2 (a) tolerant

2 15 (b) non-tolerant

CM Accuracy 87.50%

How the deposited data were processed for this re-analysis (not part of the article)

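PBMC RNA from 15 TOL patients, 17 non-TOL patients and 10 healthy controls was measured on HG-U133 Plus 2.0 arrays, 1 array per person. The authors inspected the scans and applied RMA, and the deposited values are log2 RMA values for 54675 probe sets on 42 arrays. The version of the RMA software is not given. RMA adjusts the background, normalizes by quantiles over the arrays and summarizes each probe set. Array medians lay between 6.22 and 6.37. No array was left out, and the number of arrays limits the precision.

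The 62 Affymetrix control probe sets were left out of the tests and used only for array quality. A further 95 probe sets were withheld and left out. Of 54518 probe sets tested, 41032 carry 1 gene symbol in the platform annotation, 1765 carry several and 11721 carry none. For gene lists, the 19740 genes were each represented by the probe set with 1 symbol and the highest mean over all arrays.

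Each comparison (TOL vs. non-TOL, TOL vs. control, non-TOL vs. control) was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on its 2 groups alone. Calls needed a Benjamini-Hochberg adjusted p of at most 0.1 and a fold change of at least 1.5 as a difference of mean log2 values. These are the FDR and the fold of the paper's SAM analysis. SAM was written anew as an alternative, with a fudge constant and 100 label permutations, since the package was not at hand. The unique and final lists follow the definitions in the paper's methods.

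Gene sets were the 8 HaemAtlas lineage sets of S4 File and 36 lists, of which 32 were fixed before the data were examined and 4 are the genes of Figs. 1–4. They were tested with camera at a preset correlation of 0.01, with an adjusted p over the 8 sets or the 36 lists. Alternatives were an estimated correlation, fry (whether a set's genes move on balance in 1 direction) and fgsea 1.28.0. The lists not described beside the results had these camera adjusted p in TOL vs. non-TOL: KIR receptors 2.66e-06, naive and central memory T cell genes 0.665, regulatory T cell genes 0.0981, plasma cell genes 0.239, non-classical monocyte genes 0.000554, dendritic cell genes 0.0213, TGF-beta receptors and mediators 0.12, interferon-stimulated genes 0.167, MHC class II 0.0374, glucocorticoid-induced genes 0.0169, calcineurin-NFAT activation genes 0.302, neutrophil genes 0.00225, erythroid genes 0.00148, platelet genes 0.76, immediate early genes 0.0374, heat shock genes 0.869, ribosomal proteins 0.776 and oxidative phosphorylation 7.66e-06. With an estimated correlation none of these lists had an adjusted p under 0.1.

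The classifier used 10 rounds of cross-validation with nnet 7.3.20 (1 hidden layer, 3 hidden units), standardized on the training arrays, and pROC 1.19.0.1 for the ROC curve. The paper's text does not name the settings of its network or its ranking of probe sets. The paired comparison used limma on the differences within 15 pairs of arrays that share a pair number. Patients in a pair are different people matched on clinical features.

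Genes were named by a rule set before the data were examined. It covers the genes of Figs. 1–4, Table 5 and the discussion (values the paper shows for them had been seen), the 10 highest and 10 lowest called genes of each comparison by moderated t, and up to 4 members of each list with the largest absolute moderated t. Genes with the probe set given by the paper's supplement used that probe set.

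Array measures (3' to 5' difference of ACTB and GAPDH, spike-ins, 18S rRNA and mean lineage scores) were compared by 2-sided permutation tests with 100000 relabellings, adjusted over 36 tests. Alternatives covered the test, the fold, the FDR, dim probe sets, scaling, array weights, pairing, cell composition and the classifier. After the data were seen, 4 were added: the 3' to 5' difference as a covariate, arrays with a high 3' to 5' difference left out, SAM with the fold of linear means, and the lineage sets in the final lists by SAM.

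Tested on simulated data with the spread of the arrays and 100 probe sets changed by a log2 value of 1, limma recovered 96% for TOL vs. non-TOL, 91% for TOL vs. control and 95% for non-TOL vs. control, with at most 1 false call. SAM recovered 99%, 97% and 98% of them, with 8, 16 and 31 false calls. Changes below a log2 value of 1 were not simulated. The 137 calls between TOL and non-TOL had a median absolute log2 fold change of 0.75, and recovery at that size was not tested. In 3 of 99 other splits of the TOL and non-TOL arrays, limma called over 100 probe sets, with 1017 at the highest. The simulated false calls therefore set no limit for the real arrays. The NanoString, flow cytometry and external cohort data of the paper were not analyzed here. Figures were drawn with matplotlib.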

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

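The weighing of separate processing of the control arrays and the contrast of cytotoxic with naive T cell genes were chosen only after the result was seen. So was the use of the 3' to 5' difference itself, whose bounds for the share left were written before that share was computed.

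In the group of 10 controls, 79 values were tested for an array far from the others, by its gap to the nearest array as a share of the range (Dixon's test at the 5% level). An array stood apart for SMAD1 (0.685), VNN1 (0.501), PPT1 (0.498), CXCR6 (0.605), CDKN2B (0.508), the spike-in level (0.569) and the mean of the CD66 genes (0.611). These are 7 of 79, and chance alone gives about 1 in 20.

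Several signals lie in data on which the paper does not report. B cell genes had a median log2 fold change of 0.869 in TOL vs. control and 0.666 in non-TOL vs. control. The log2 3' to 5' difference of ACTB and GAPDH was higher by 0.51 in TOL than in non-TOL, by 1.02 in TOL than in controls and by 0.514 in non-TOL than in controls. Bacterial hybridization spike-ins were higher than in controls by 1.20 in TOL and by 1.00 in non-TOL, and 18S rRNA probe sets by 1.55 and 1.71.

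The first pattern weighed is the set of 137 calls between TOL and non-TOL. With the 3' to 5' difference as a covariate, 0.886 of their median log2 fold change was left, which lies above the bound of 0.75 set beforehand, but the 95% interval of 1000 resamples of the arrays, 0.626 to 1.02, reaches below that bound. The test therefore does not exclude a part for RNA integrity, and across probe sets the change between the groups had a correlation of 0.55 with the slope on the difference within the groups. With this covariate 28 probe sets were called higher and 1 lower, as the median log2 fold change fell from 0.75 to 0.66 and the median SE rose from 0.17 to 0.19. With the 5 lineage scores as covariates, 0.598 of the median was left (0.116 to 0.841), between the bounds of 0.5 and 0.75, and 0.613 over the 122 called probe sets outside the lineage sets. The interval lies below 1 and reaches below 0.5, so that the difference in lineage scores may account for part or most of the change. The arrays are too few to say how much. The scores are expression values of the same arrays, and cannot tell cell composition from a change in expression per cell. By flow cytometry the paper found no significant difference in cell subsets. There NK cells and monocytes were lower and CD8+ T cells higher in TOL.

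A lower share of monocytes alone would raise the genes of all other cell types alike. Cytotoxic granule genes exceeded B cell genes by a median log2 fold change of 0.711, the contrast set beforehand, but this did not pass the permutation test (p = 0.0941), so that this contrast decides nothing. After it missed, a second contrast was tried. Cytotoxic granule genes exceeded naive and central memory T cell genes by 1.00 (permutation p = 0.0192, and 0.0383 adjusted over both contrasts). Of 2 contrasts, the later one alone argues against a lower share of monocytes as the whole cause, and a change in the cytotoxic cells themselves stays open. No biological explanation can be set apart from these, since the groups differ in tolerance, in chronic GVHD and in immune suppression together. They may also differ in features on which patients were not matched, such as CMV serostatus, where the paper found no significant difference. The paper holds an effect of immune suppression not likely, since genes that differed by agent did not overlap. That comparison lay within non-TOL patients, who were all treated.

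The second pattern is the large number of calls against controls. Over probe sets, the change between patients and controls had a correlation of 0.225 with the slope on the 3' to 5' difference within the groups, between the bounds of 0.2 and 0.5. With the difference as a covariate 50.7% of the TOL and 76.6% of the non-TOL calls were left, so that RNA integrity may explain part of them. Hybridization spike-ins, which are not human RNA, separated patients from controls without overlap, with a gap of 0.118 and a mean difference of 1.09. The bacterial poly(A) spike-ins overlapped, with mean log2 levels from 8.08 to 8.66 in controls, 8.16 to 11.3 in TOL and 6.96 to 10.1 in non-TOL. The correlation of the patient change with the slope on the hybridization spike-in level was 0.248. Processing of the control arrays apart from the patient arrays and the difference between patients and controls cannot be told apart. No array of either kind shares the hybridization spike-in level of the other. The paper states that all samples were handled the same way at 1 center and in 1 batch, and the spike-ins do not show at which step the arrays came to differ.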

How the results depend on the processing

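The alternatives for RNA integrity and SAM with the fold of linear means were chosen after seeing the data, and the others before the data were examined. Counts are given for TOL vs. non-TOL higher and lower (94 and 43), then for the final TOL and non-TOL lists (44 and 33), then for called genes among the 87 named (35). The cause of each change was not tested unless stated.

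By SAM the counts were 397 and 692, 459 and 212, and 87, with 137 of the 137 calls kept. By SAM with the fold of linear means they were 452 and 701, 398 and 247, and 80. At an FDR of 0.05 they were 51 and 9, 17 and 14, and 20, since the threshold is stricter. With all groups in one fit they were 171 and 269, 173 and 77, and 64. With array weights they were 244 and 518, 278 and 148, and 63, with 103 of the 137 calls kept. Without the fold threshold they were 279 and 104, and 161 and 153, with 20590 and 20577 probe sets called in TOL and non-TOL against controls and 5879 and 5866 unique. With dim probe sets left out, 119 were lower, and the lists held 91 and 52. With arrays centred on the median 28 were lower. The share of calls that were higher was 68.6%, and 75.4% with centred arrays, 51.2% with dim probe sets left out, 36.5% by SAM and 32.0% with array weights. With one probe set per gene, which tests fewer probe sets, 1478 and 1207 were called against controls and 742 and 471 were unique.

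With the lineage scores as covariates 0 were higher and 2 lower, with 1 named gene called, and CCL5 turned from 0.74 to -0.0531. With the 3' to 5' ratio as a covariate 28 were higher and 1 lower, the lists held 9 and 11, 9 named genes were called and 2412 were unique to non-TOL. With arrays of a high 3' to 5' ratio left out, 2 TOL and 5 non-TOL arrays remained. Limma then called 0 and 0, the lists held 0 and 0 and 0 named genes were called, while 9111 were called in TOL against controls, 6513 and 2926 were unique, and the CD56 set had an adjusted p of 0.105.

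The CD66 set was no longer called with an estimated correlation (0.206), fry (0.101) or GSEA on called genes (0.134), nor was CD56 with the last (0.433), where few genes are ranked. CD14 was called under every alternative run. Of the 36 lists, 24 were called, against 9 with an estimated correlation and 13 with fry. Each count includes the 4 lists of Figs. 1–4, which the study chose on these arrays.

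The classifier AUC of 0.969 was 0.843 with features from training arrays only, 0.859 for the nearest centroid and 0.902 at the lowest of 20 other divisions. With 80 probe sets asked for, the pool gave 77. For the paired comparison an FDR of 0.05 left 29 higher and 3 lower, of 77 and 17.

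With the pair number as a replicate block, 77 were higher and 17 lower, with 79 of the 137 calls kept. This fit rests on the same differences within pairs as the paired comparison, and is no separate check. Of the 87 named genes, 11 lost their call and 1 gained it. Patients of a pair are different people matched on clinical features, and the correlations of their deviations ran from -0.50 to 0.36 (median 0.14), 8 of 15 were over 0.1, and 4 arrays correlated best with their own number.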

Differences from the paper's values

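The paper's counts come from SAM, and the values here from limma at the same FDR and fold. Alternatives named are those set before the data were examined, unless said otherwise.

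The paper reports 231 probe sets higher and 412 lower in TOL than in non-TOL, where 94 and 43 were found here. For the higher probe sets the values fall within 1.5 times the paper's without the fold threshold (279), with all groups in one fit (171) and with array weights (244). For the lower ones only array weights do (518). SAM gave 397 and 692, and neither falls within 1.5 times the paper's, nor do the other alternatives. The final lists of the paper hold 281 and 122 probe sets, where 44 and 33 were found. Array weights gave 278 and 148, no fold threshold gave 153 for the non-TOL list, and SAM gave 459 and 212. SAM with the fold of linear means, chosen after seeing the values, gave 398 for the TOL list and drops 5 of the 73 measured entries of Figs. 1–4 from the calls between TOL and non-TOL. Of those 73 entries limma called 19, and the SAM of the methods called all 73.

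For the paired comparison the paper reports 255 higher and 150 lower, from the MAS 5.0 comparison, where 77 and 17 were found, and the alternative set beforehand, an FDR of 0.05, is not within 1.5 times of them (29 and 3). An unadjusted p under 0.01 with the same fold, which was not among the settings fixed beforehand and is counted here as chosen after seeing the values, gave 218 higher, within 1.5 times the paper's, and 264 lower, which is not. It drops 19 of the 170 probe sets of S6 File. The paper gives 41% of the paired calls as shared with the main analysis, and 84.0% were found here, or 27.0% at that unadjusted p, and neither is within 1.5 times the paper's. No alternative was set for this share. Here both sides used limma on the same RMA values, while the paper set MAS 5.0 calls of pairs beside SAM. The shares thus measure unlike things.

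In the paper's Table 7, the normalized enrichment scores were -3.24 for CD14 (41 genes), 3.76 for CD56 (21 genes) and -3.24 for CD66 (47 genes), against -1.85 (5 genes), 1.15 (7 genes) and -1.75 (6 genes) here on the genes called by limma. On genes called by SAM they were -2.78, 3.903 and -2.40, and on all genes -3.77, 2.94 and -3.05, each within 1.5 times the paper's, as was the CD56 gene count by SAM (24), while those of CD14 (65) and CD66 (89) were not. In the paper's Table 6, CD56 had 2.26 in the final TOL list, and in the final non-TOL list CD66 had 2.3 and CD56 -2.3. Here they had 1.32, 1.22 and -0.77 on the lists by limma. On the final lists by SAM, a test chosen after seeing the values, they had 2.66, 2.69 and -2.85, each within 1.5 times the paper's, and these lists drop 2 of 37 entries of Figs. 1 and 2 and 4 of 36 entries of Figs. 3 and 4. No alternative was set beforehand for them.

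The bars of Figs. 1–4 match the values here on another scale. Of 40 bars read by eye, 35 had a log2 value within 0.1 of the fold change computed here, and 0 lay within 10% of the fold change itself. The bars thus hold 2 raised to the fold change. For GZMH the bar is about 6.5 in Fig. 2, read by eye, and the fold change was 2.69, which is 6.45 on that scale. On that scale the values of TGFBR3 differ against controls, with about 3.9 in Fig. 2, read by eye, and 2.17 for the brighter probe set used here, while its other probe set, which is also in the paper's Table 5, has a fold change of 1.98, or 3.94 on that scale, within the paper's. For TLR4 the bars are about 5.6 and about 4.7 in Fig. 1, read by eye, with the sign left off. Its probe set in the supplement gave fold changes of -2.16 and -1.68, and another probe set gave -2.49 and -2.24, or -5.61 and -4.71 on that scale. That probe set of TLR4 and 1 of TLR8 were called against non-TOL, where those of the supplement were not. No alternative setting was computed on that scale.

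In the paper's Fig. 3 KLRC4 and TOX are lower in non-TOL than in controls. Here the probe set of KLRC4 was higher in non-TOL, with a log2 fold change of 0.76, and the supplement's probe set of TOX was at 0.07. For KLRC4 no probe set was found by name in the supplement, so that the one used here may not be that of the figure. A brighter probe set of TOX was lower, at -0.60, as in the figure. Of the 19 genes, 17 had the direction of the figure.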

Other observations

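The look at the array measures of the split with the most calls was chosen after the result was seen, and no other test in this part was. For each result across many probe sets, other splits of the same arrays into groups of the same sizes were fitted, 100 in all with the real split.

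Between TOL and non-TOL, 3 splits gave as many calls as the real 137, the real one included, and the highest other split called 1017. This share is under the bound of 0.05 set beforehand, but 100 splits are too few to exclude chance firmly. Of the 99 other splits, 4 called any probe set and 3 called over 100, and the cause of these calls was not tested. In the split with the most calls the groups differed by 0.34 in the 3' to 5' difference, against 0.51 in the real one, and by 0.12 in the mean of the CD14 genes, against 0.51. Neither measure tells why that split called so many. In the comparisons with controls 1 split, the real one, gave as many calls as TOL vs. control (5513, highest other 2421), and 1 as non-TOL vs. control (4645, highest other 77). For the final lists 1 split was as long as the TOL list (44, highest other 29) and 1 as the non-TOL list (33, highest other 0). For the paired comparison 1 of 100 swaps within pairs called as many (94, highest other 5). Chance can be excluded for the comparisons with controls and for the paired comparison. For the final lists the splits mixed patients with controls, so that the difference from controls was lost in them. They therefore cannot decide whether a chance division of the patients alone would give lists as long.

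Among the lineage sets, 1 split, the real one, gave a camera set p as small for CD14 (9.27e-40), and chance can be excluded by this count. The smallest camera p of the other splits was 1.04e-38, so that values of nearly this size arise without the real groups. A set p as small as the real one arose in 5 splits for CD56 and in 13 for CD66, so that chance cannot be excluded for the set p of either by this count. The mean of the CD56 genes differed between the groups over 100000 relabellings (p = 0.00858, adjusted p = 0.0221), and that of the CD66 genes had p = 0.0264 (adjusted p = 0.0559). For CD56 the difference in mean level is thus beyond chance, while other splits match its rank against all other genes. The real p for CD56 was 3.54e-19 and the smallest of the other splits 4.76e-35. For the classifier with features from training arrays only, 3 splits classified as many arrays as the real 25, with 27 at the highest. This share is under 0.05 for this division into rounds, but 100 splits are too few to exclude chance firmly. Over 20 other divisions the real groups gave 21 to 28 correct, and the splits were not run on those.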
